# Genome-Wide Analysis of *CqCrRLK1L* and *CqRALF* Gene Families in *Chenopodium quinoa* and Their Roles in Salt Stress Response

**DOI:** 10.3389/fpls.2022.918594

**Published:** 2022-07-07

**Authors:** Wei Jiang, Chao Li, Leiting Li, Yali Li, Zhihao Wang, Feiyu Yu, Feng Yi, Jianhan Zhang, Jian-Kang Zhu, Heng Zhang, Yan Li, Chunzhao Zhao

**Keywords:** *Chenopodium quinoa*, *CrRLK1Ls*, RALFs, salt stress, peptides

## Abstract

*Chenopodium quinoa* is a halophyte with exceptional nutritional qualities, and therefore it is potentially an ideal crop to grow in saline soils, not only addressing the problem of land salinization, but also providing nutrient food for the health of humans. Currently, the molecular mechanisms underlying salt tolerance in quinoa are still largely unknown. In *Arabidopsis thaliana*, *Catharanthus roseus* receptor-like kinase (*Cr*RLK1Ls) FERONIA (FER) and its ligands rapid alkalinization factors (RALFs) have been reported that participate in the regulation of salt tolerance. Here, we performed a genome-wide analysis and identified 26 *CqCrRLK1L* and 18 *CqRALF* family genes in quinoa genome. Transcriptomic profiling of the leaf, root, stamen, and pistil tissues of quinoa reveals that different *CqCrRLK1L* and *CqRALF* genes exhibit tissue-specific expression patterns, which is consistent with that observed in other plant species. RNA-seq data show that three *CqCrRLK1L* genes are highly up-regulated after salt treatment, suggesting that some *CqCrRLK1L* family genes are transcriptionally responsive to salt stress in quinoa. Biochemical study indicates that CqRALF15, a paralog of Arabidopsis RALF22, is physically associated with *Cr*RLK1L proteins CqFER and AtFER. CqRALF15 and AtRALF22 are functionally conserved in inducing the internalization of AtFER and in triggering root growth inhibition in both quinoa and Arabidopsis. Moreover, overexpression of *CqRALF15* in Arabidopsis results in enhanced leaf bleaching under salt stress, indicating that *CqRALF15* is involved in salt stress response. Together, our study characterizes *CqCrRLK1L* and *CqRALF* family genes in quinoa at genomic, transcriptional, and protein levels, and provides evidence to support their roles in salt stress response.

## Introduction

*Catharanthus roseus* receptor-like kinases (*Cr*RLK1Ls) are a family of receptor-like proteins that exist in many different plant species, ranging from charophytes to angiosperms (Zhu et al., 2021). The *Cr*RLK1L family proteins are characterized by two tandemly-linked malectin-like domains that are required for binding to cell wall polymers, such as pectin, and a kinase domain that replays apoplastic signals to intracellular components via a phosphorylation (Feng et al., 2018; Franck and Westermann, 2018; Lin et al., 2022). Because of the critical roles in sensing cell wall integrity, *Cr*RLK1L family proteins are required for the modulation of a wide range of biological processes, including plant growth, root hair elongation, fertility, immunity, and abiotic stress response (Duan et al., 2010; Haruta et al., 2014; Ge et al., 2017; Stegmann et al., 2017; Zhao et al., 2018). In Arabidopsis, there are 17 *Cr*RLK1L family proteins, and among of them the biological functions of FERONIA (FER), THESEUS1 (THE1), HERCULES1 (HERK1), ANXUR1/2 (ANX1/2), and BUDDHA’S PAPER SEAL1/2 (BUPS1/2) have been well studied. AtFER, which is universally expressed in both vegetative and reproductive tissues, is the most extensively studied *Cr*RLK1L family protein in Arabidopsis (Franck and Westermann, 2018). AtTHE1 was initially identified based on a mutant screen for suppressors that can rescue the short hypocotyl phenotype of cellulose-deficient mutant *procuste1-1* (*prc1-1*) (Hématy et al., 2007). It has also been reported that AtTHE1 and AtHERK1 function redundantly in regulating cell elongation (Guo et al., 2009), and AtFER, AtANJEA, and AtHERK1 form a heteromeric receptor complex to control polytubey block in Arabidopsis (Zhong et al., 2022). *AtANX1*/*2* and *AtBUPS1*/*2* are preferentially expressed in pollen tubes and participate in the regulation of pollen tube growth during fertilization (Miyazaki et al., 2009; Ge et al., 2017). Although *AtANX1*/*2* is weakly expressed in vegetative tissues, their roles in plant immunity in leaves have also been reported (Mang et al., 2017).

FER is named after an Etruscan goddess of fertility, because it was initially discovered as a critical regulator of pollen tube-ovule interaction (Huck et al., 2003; Rotman et al., 2003). During the last decade, many progresses have been achieved to decipher the novel functions of FER and the underlying molecular mechanisms. In Arabidopsis, FER regulates cell expansion, polarized cell growth, pathogen defense, and abiotic stress tolerance via the modulation of reactive oxygen species (ROS) balance (Huang et al., 2013) and the homeostasis of multiple phytohormones, such as jasmonic acid (JA), salicylic acid (SA), abscisic acid (ABA), brassinosteroid (BR), and ethylene (Guo et al., 2009, 2018; Deslauriers and Larsen, 2010; Zhao et al., 2021). Many intracellular components that are directly regulated by FER have been discovered, and one of the most well-known pathways is FER-GEFs (guanine exchange factors)-ROPs (Rho-GTPases of plants) signaling pathway. FER controls the activity of ROPs to regulate apoplastic ROS production, polarized cell elongation, and pavement cell morphogenesis (Duan et al., 2010; Huang et al., 2013; Lin et al., 2022; Tang et al., 2022). Recent studies indicate that FER participates in the regulation of salt tolerance, as mutation of *FER* results in enhanced leaf bleaching and short root elongation under high salinity (Feng et al., 2018; Zhao et al., 2018). It was pointed out that FER modulates cell wall integrity under salt stress via a Ca^2+^-mediated signaling pathway (Feng et al., 2018). Similar to *fer* mutation, *herk1* mutation combined with a gain of function allele of *the1* mutation also leads to leaf bleaching phenotype under salt stress (Gigli-Bisceglia et al., 2020). These results suggested that *Cr*RLK1L family proteins are required for salt tolerance in plants.

Based on biochemical, physiological, and genetic studies, it has been well demonstrated that rapid alkalinization factors (RALFs) are the ligands of *Cr*RLK1L family proteins (Haruta et al., 2014; Stegmann et al., 2017; Blackburn et al., 2020). In analogy to *CrRLK1L* family genes, different *RALFs* also exhibit tissue-specific expression patterns (Cao and Shi, 2012; Murphy and De Smet, 2014), which determines the tissue-specific pairs of *Cr*RLK1Ls and RALFs. For example, in Arabidopsis, AtFER recognizes AtRALF1, AtRALF22, and AtRALF23 that are dominantly expressed in leaves and roots (Haruta et al., 2014; Stegmann et al., 2017; Zhao et al., 2018). AtRALF4 and AtRALF19 are specifically expressed in pollen tubes, and thereby physically associate with pollen tube–specific AtANX1/2 and AtBUPS1/2 (Ge et al., 2017). A recent study showed that pollen tube–specific AtRALF6, 7, 16, 36, and 37 are recognized by AtFER, AtANJ, and AtHERK1 that are highly expressed in ovule (Zhong et al., 2022). In vegetative tissues, application of exogenous mature RALFs inhibits root growth in a process that depends on FER, and inhibition is proposed to be caused by the alkalization of apoplastic regions via the regulation of plasma membrane H^+^-ATPase AHA2 activity (Haruta et al., 2014; Abarca et al., 2021).

*Chenopodium quinoa* is an allotetraploid plant that originates from hybridization between diploid *Chenopodium pallidicaule* and diploid *Chenopodium suecicum* (Jarvis et al., 2017). Quinoa is a halophyte that processes a capacity to tolerate soil salinity, drought and cold stress, and sterile soil (Hinojosa et al., 2018). Due to its high nutritional value and stress tolerance property, quinoa has gained globally increased attention, and growth areas of quinoa have been dramatically increased in many countries during last few years. Whole-genome sequencing reveals that the genome size of quinoa is approximately 1.4 Gb and there are around 54,348 protein-encoding genes (Jarvis et al., 2017; Zou et al., 2017). Recently, quinoa has been selected as a model to study salt-tolerant mechanisms in halophyte (Zou et al., 2017). It is generally considered that epidermal bladder cells (EBCs) on the surface of quinoa are of primary importance for salt tolerance due to its capacity to accumulate high concentration of sodium in vacuoles (Kiani-Pouya et al., 2017; Böhm et al., 2018). However, a recent study reported that Na^+^ concentration is not substantially increased in the EBCs of salt-treated quinoa (Jaramillo Roman et al., 2020), suggesting that compensation mechanisms are associated with salt tolerance in quinoa. Therefore, identification of components required for salt tolerance would be critical for full understanding of salt-tolerant mechanisms in quinoa. In this study, we performed a genome-wide analysis of *CrRLK1L* and *RALF* family genes in quinoa and investigated the tissue-specific expression patterns of these two gene families and their roles in salt stress response.

## Materials and Methods

### Plant Materials and Growth Conditions

*Arabidopsis thaliana* wild-type (WT) was the Columbia (Col-0) ecotype. *fer-4* mutant and *AtFER-GFP* transgenic plants have been described previously (Zhao et al., 2018). The *C. quinoa* variety NL-6 was obtained from Prof. Heng Zhang. Both *Arabidopsis* and *C. quinoa* seeds were sterilized and sown on half Murashige and Skoog (MS) solid medium containing 1% sucrose and kept at 4°C for 2 days. Seeds were geminated in a light incubator at 22°C with a long-day cycle (16 h light/8h dark). For RNA-seq analysis, quinoa seedlings were transferred to soil and grown in a growth chamber at 22°C with a long-day cycle (16 h light/8 h dark).

### Plasmid Construction

For split luciferase complementation assay, the whole CDS sequences of *CqRALF15* and *AtRALF22*, as well as the ectodomain of *AtFER* and *CqFER*, were amplified by using Phanta^®^ Max Super-Fidelity DNA Polymerase (Vazyme, Nanjing, China). PCR products were purified by FastPure Gel DNA Extraction Mini Kit (Vazyme, Nanjing, China) and cloned into pDONR207 ENTRY vector using BP Clonase II Enzyme Mix (Thermo Fisher Scientific). Plasmids were extracted using FastPure Plasmid Mini Kit (Vazyme, Nanjing, China). Finally, all fragments mentioned above were recombined into pCAMBIA-nLUC or pCAMBIA-cLUC vectors using LR Clonase II Enzyme Mix (Thermo Fisher Scientific). For the generation of *CqRALF15* transgenic plants in Arabidopsis, *CqRALF15* was also recombined into the destination vector pEarleyGate 101. Primers used for constructs are listed in Supplementary Table 11.

### Mature RALF Peptides Treatment

For mature AtRALF22 and CqRALF15 treatment in Arabidopsis, WT and *fer-4* mutant seeds were geminated on 1/2 MS solid medium and grown for 5 d. Then the seedlings were transferred into 12-well plate. Each well of plate was filled with 4 mL of 1/2 Hoagland nutrient (pH 5.8) supplemented without or with 2 μM AtmRALF22 or CqmRALF15. The plates were gently shaken on a shaker in greenhouse. After treatment for 6 d, the root length of *Arabidopsis* seedlings was measured.

For mature RALF treatment in quinoa, the seeds of NL-6 were geminated on 1/2 MS solid medium for 2 days, and then seedlings were transferred into 5 mL centrifuge tube. Each centrifuge tube was filled with 4 mL of 1/2 Hoagland nutrient (pH 5.8) supplemented without or with 2 μM AtmRALF22 or CqmRALF15. The centrifugal tubes were placed in a light incubator. After treatment for 3 d, the root length of NL-6 seedlings was measured.

### Salt Stress Treatment

To conduct salt stress treatment, the seeds of wild type and *CqRALF15* transgenic plants were sown on 1/2 MS medium supplemented with or without 120 mM NaCl and kept at 4°C for 3 days before they were placed in an incubator at 22°C with long-day lighting conditions (16 h light/8 h dark). After growth for 12 days, the survival rate of seedlings on NaCl media was calculated.

### Identification of *CrRLK1L* and *RALF* Genes in Quinoa

The protein sequences of 17 CrRLK1L and 37 RALF genes in A. thaliana were downloaded from the Arabidopsis Information Resource (TAIR).^1^ The genomic databases of two sequenced quinoa varieties QQ74 and NL-6, were obtained from https://www.cbrc.kaust.edu.sa/chenopodiumdb/ and Prof.Heng Zhang, respectively.

To identify CrRLK1L genes in two quinoa genomes, Malectin_like (PF12819) and Pkinase_Tyr (PF07714) domains were downloaded from Pfam 35.0^2^ (Mistry et al., 2021). To identify CqRALF genes, RALF domain (PF05498) was downloaded. HMMER v3.0 (Finn et al., 2011) was used for searching quinoa sequences with the conserved domains, and SMART^3^ (Letunic and Bork, 2018) was used to manually check the domain architectures of candidate proteins. In addition, using the Arabidopsis and quinoa protein sequences as queries, sequence alingment and phylogenetic analysis were performed, and the protein sequences lacking conserved domains or conserved residues were removed.

### Chromosomal Locations, Phylogenetic Analysis of the *CrRLK1L* and *RALF* Genes

The physical locations of *CrRLK1L* genes on chromosomes were analyzed based on QQ74 genome database (Jarvis et al., 2017) and drawn by MG2C^4^ (Chao et al., 2021).

*Cr*RLK1L or RALF protein sequences of quinoa and Arabidopsis were aligned using Muscle 3 (Edgar, 2004). The phylogenetic trees were constructed by using IQ-TREE2 with the best-fit model and 1,000 replicates of ultrafast bootstrap (Minh et al., 2020). The resulting tree files were submitted to iTOL (Letunic and Bork, 2021) for modification.

### Protein Domain Structure of Cq*Cr*RLK1Ls and CqRALFs

TBtools (Chen et al., 2020) was used to display Cq*Cr*RLK1L protein domains that were predicted by SMART. Multiple sequence alignments of CqRALFs were subjected to CLC Sequence Viewer 8^5^ for visualization and the conserved residues and motifs of CqRALFs were indicated.

### RNA-Seq Analysis

NL-6 variety was used for transcriptomic analysis. For root sample, NL-6 were sown on half MS medium, and roots were collected after growth under dark conditions for three days. Stamen and pistil samples were collected from newly opened flowers of quinoa after growth on soils for about seven weeks. Vegetative leaves were sampled from 14-day-old seedlings either exposed to 400 mM NaCl for 8 h or under normal conditions. These different tissue samples were immediately frozen in liquid nitrogen and stored at –80°C.

Total RNA extraction, mRNA purification, library preparation, Illumina NovaSeq 6000 paired-end (150 bp) sequencing, transcriptomic assembly and analysis were all performed by Personalbio (Shanghai, China). The clean reads that were filtered from raw reads were aligned to the genome reference of quinoa NL-6 variety using HISAT2 (Kim et al., 2019). The number of read hits for each gene was calculated by HTSeq (Anders et al., 2015), and then converted into FPKM (fragments per kilobase of transcript per million reads mapped). Differential expression analysis was performed using DESeq based on the criteria: p ≤ 0.05 and | log_2_(fold change)| ≥ 1. Heatmaps were generated by TBtools based on the row Z-Scores of FPKM values of *CqCrRLK1L* and *CqRALF* genes.

### RNA Extraction and Quantitative RT–PCR

Total RNAs of all samples were extracted by using EastepTM Super Total RNA Extraction Kit (Promega, United States). cDNAs were synthesized using HiScript III RT SuperMix for qPCR (+gDNA wiper) according to the manufacturer’s instructions (Vazyme, Nanjing, China). qRT-PCR was performed using ChamQ Universal SYBR qPCR Master Mix (Vazyme, Nanjing, China) and Bio-Rad CFX connect real time detection system (BIO-RAD, United States). Primers used for qRT-PCR are listed in Supplementary Table 11.

### Split Luciferase Complementation Assay

*Agrobacterium* (GV3101 strain) harboring different recombinant plasmids were harvested from liquid Lysogeny Broth (LB) by centrifugation. Each strain was suspended in 10 mM MgCl_2_ with a final concentration of OD_600_ = 0.8–1.0. Then two different strains carrying indicated nLUC- and cLUC-tagged constructs were mixed with an equal volume. The mixed strains were added with 200 μM acetosyringone and 10 mM MES (pH 5.6) and incubated at room temperature for 3 h. The mixed strains were infiltrated into the leaves of *N. benthamiana* using a 1 mL disposable syringe. After 48 h, D-Luciferin was injected into the same tobacco leaves and the fluorescence was visualized by living plant imaging system (LB985 NightSHADE, Germany) after 10 min.

### Confocal Imaging

*AtFER-GFP* transgenic seeds were germinated and grown on 1/2 MS solid medium for 5 days, and then the seedlings were transferred into 1/2 liquid MS medium. After incubation overnight, the seedlings were treated with 2 μM AtmRALF22 or 2 μM CqmRALF22 peptide for 1 h before the roots were subjected to confocal imaging. GFP fluorescence was detected by Leica confocal laser scanning microscope SP8 with 488 nm excitation light and 510–550 nm emission light.

## Results

### Identification and Characterization of *Cr*RLK1L Family Proteins in Quinoa

To identify *Cr*RLK1L family proteins in quinoa, we aligned the sequences of all 17 Arabidopsis *Cr*RLK1Ls proteins against the protein database of quinoa. Because quinoa QQ74 variety genome is currently the most well annotated genome (Jarvis et al., 2017), we explored this genome as a reference in this study. Combining the information of sequence similarity and the canonical malectin and kinase domains of C*r*RLK1L family proteins, totally 26 *Cr*RLK1L-like proteins were identified in quinoa, which were designed as Cq*Cr*RLK1L1 to Cq*Cr*RLK1L26 based on their locations on chromosomes, and these proteins were all predicted to be localized at plasma membrane (Supplementary Table 1). Quinoa genome consists of 18 chromosomes, and 25 *CqCrRLK1L* genes have been annotated on these chromosomes, while only *CqCrRLK1L26* has not been mapped yet (Figure 1A). Interestingly, *CqCrRLK1L3*-*CqCrRLK1L6* were tandemly localized on chr1, and protein sequences alignment showed that Cq*Cr*RLK1L3 and Cq*Cr*RLK1L5 share 100% protein identity, while Cq*Cr*RLK1L4 and Cq*Cr*RLK1L6 share an identity of 89.2%, implying a tandem duplication event occurred in this region. Besides, Cq*Cr*RLK1L1 and Cq*Cr*RLK1L2 as well as Cq*Cr*RLK1L17 and Cq*Cr*RLK1L18 are closely located on chr1 and chr10, respectively (Figure 1A). *Cr*RLK1L family proteins are characterized by their malectin domain and kinase domain. We performed protein structural analysis and found that all 26 CqC*r*RLK1L proteins harbor a canonical extracellular malectin-like domain and a cytosolic kinase domain (Supplementary Figure 1).

**FIGURE 1:**
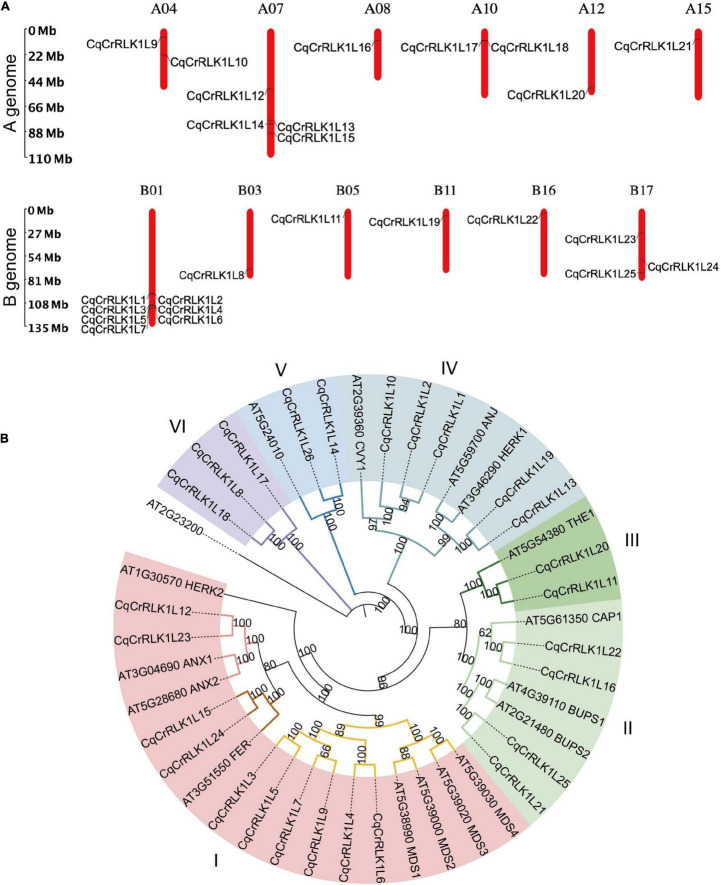
Identification and characterization of *CqCrRLK1L* genes in *Chenopodium quinoa*. **(A)** Distribution of *CqCrRLK1L* genes on the chromosomes of quinoa is shown. The chromosomes of A and B genomes are presented separately. **(B)** Phylogenetic analysis of *Cr*RLK1L proteins in quinoa and Arabidopsis. The full-length amino acids of *Cr*RLK1L proteins were aligned and phylogenetic tree was generated by using IQ-TREE2 program.

To understand the evolutionary relationship of these Cq*Cr*RLK1L proteins with their equivalents in Arabidopsis, phylogenetic analysis was performed (Figure 1B). The *Cr*RLK1L proteins were classified into six subgroups based on homology between Arabidopsis and quinoa, and for most of *Cr*RLK1L proteins in Arabidopsis, their counterparts were identified in quinoa (Figure 1B). In Arabidopsis, several C*r*RLK1L proteins, including AtFER, AtTHE1, AtCAP1, AtANX1/2, AtBUPS1/2, AtHERK1, AtANJ, and AtCVY1, have been well characterized. In quinoa, two copies of CqFER (Cq*Cr*RLK1L15/Cq*Cr*RLK1L24), CqTHE1 (Cq*Cr*RLK1L11/Cq*Cr*RLK1L20), CqCAP1 (Cq*Cr*RLK1L16/Cq*Cr*RLK1L22), CqANX1/2 (Cq*Cr*RLK1L12/Cq*Cr*RLK1L23), CqBUPS1/2 (Cq*Cr*RLK1L21/Cq*Cr*RLK1L25), and CqHERK1/ANJ (Cq*Cr*RLK1L13/Cq*Cr*RLK1L19), and three copies of CqCVY1 (Cq*Cr*RLK1L1/Cq*Cr*RLK1L2/Cq*Cr*RLK1L10) were identified (Figure 1B). Notably, for each of these duplicates they were identified on A genome and B genome of quinoa, respectively (Figure 1A), suggesting that they originated from the two ancestors of quinoa.

### Tissue-Specific Expression Patterns of *CqCrRLK1L* Genes

In Arabidopsis, *CrRLK1L* genes are expressed in a tissue-specific pattern. For example, *AtFER* is ubiquitously expressed in both vegetative and reproductive tissues, while *AtANX1/2* and *AtBUPS1/2* are dominantly expressed in pollen tubes (Franck and Westermann, 2018). To understand whether *CqCrRLK1Ls* genes in quinoa also exhibit tissue-specific expression patterns, we collected leaf, root, stamen, and pistil tissues of quinoa NL-6 variety, and performed RNA-seq analysis. 

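The tissue data held 12 libraries, 3 replicates each of leaf, root, stamen and pistil of the NL-6 variety. Each leaf replicate pooled 4 seedlings of 14 days, and each root replicate pooled 8 roots of seedlings that were 3 days old in the paper and 2 days old in the sample labels. Stamens and pistils came from newly opened flowers of plants of 7 weeks, with more than 80 stamens or more than 30 pistils per replicate, so that the replicates were pools of separate plants or organs. The roots were grown in the dark in the paper, so that contrasts of root with the other tissues also differ in light and age; for the other tissues the light period was 16 h per day in the paper and 14 h in the sample labels. The authors aligned the clean reads to the NL-6 genome with HISAT2 (version 2.1.0 in the submitters' processing notes), counted the reads of each gene with HTSeq and converted these counts into FPKM. The deposited counts of 58522 annotated genes were used here. Counted reads per library were 15544918 to 17019602 (median 16855234) in leaf, 14031146 to 16603269 (median 14188773) in root, 12499775 to 14630502 (median 13830724) in stamen and 12696715 to 13886363 (median 12713593) in pistil. Counts were scaled by TMM in edgeR, which sets the library sizes so that most genes do not differ between libraries, and levels are given as counts relative to the scaled library size (CPM, mean ± SD, n = 3 replicates). CPM is not corrected for gene length and compares tissues within a gene, not genes with each other. Differences between a pair of tissues were tested on the counts with edgeR's quasi-likelihood test over the 35954 genes with enough reads, with Benjamini-Hochberg adjustment. A gene was called highest in a tissue when it was higher there than in each of the other 3 tissues at an adjusted p under 0.05 and by a log2 fold change of at least 1. The reads were spread over genes differently in the 4 tissues. The 100 genes with the most reads in a library took 26.8% to 27.3% of the reads in stamen, 24.2% to 26.1% in leaf, 9.50% to 10.1% in root and 8.21% to 8.36% in pistil. The TMM factors were 0.477 to 0.494 in stamen, 0.835 to 0.850 in leaf, 1.36 to 1.42 in root and 1.72 to 1.78 in pistil. Scaling by the total library size instead moved the median log2 difference of all tested genes from -0.19 to -2.02 for stamen over pistil, from -0.14 to -1.20 for leaf over pistil and from -0.02 to -0.76 for leaf over root. Directions between tissues are given for TMM, and a difference in the gene families that passed with TMM and turns with the total library size is named where the levels are given. How reads that match both copies of a duplicated gene, or either strand, were counted is not given in the sources used here, so the split of reads between near-identical copies is uncertain. Where a tissue had 0 reads of a gene, a fold is a lower bound against 3 reads over its 3 libraries, which stand for 0.0721 CPM in leaf, 0.0477 in root, 0.151 in stamen and 0.0436 in pistil, and which cover counting error only.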

Three independent replicates were conducted for each tissue. Based on the criterion that the reads matched to genes should be detected in all three independent replicates, totally 32,368, 35,204, 31,257, and 36,068 genes were expressed in leaves, roots, stamen, and pistil, respectively. 

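Pistil expressed the most genes and root the next most. Of the 58522 annotated genes, 32368 (55.3%) had at least 1 read in all 3 leaf replicates, 35204 (60.2%) in all root replicates, 31257 (53.4%) in all stamen replicates and 36068 (61.6%) in all pistil replicates. In all 4 tissues this was met by 26559 genes (45.4%). With the libraries thinned to the same number of reads, 31894 genes were read in leaf, 34901 in root, 31032 in stamen and 35992 in pistil, in the same order. At a level of at least 1 CPM in all 3 replicates, the counts were 25752 in leaf, 28633 in root, 21220 in stamen and 30038 in pistil. Stamen had the fewest genes in each of these counts, while with a read in any replicate leaf did, with 36856 genes against 38068 in stamen, 39563 in root and 40918 in pistil. These are counts of genes over 3 replicates each and were not tested.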

Combining all these four samples, totally 40,456 genes were detected in our RNA-seq data (Supplementary Table 2), accounting for approximately 69% of predicted genes in quinoa. Among these genes, 462 were specifically expressed in leaf, 1935 were specifically expressed in root, 901 were specifically expressed in stamen, and 1098 were specifically expressed in pistil (Supplementary Table 3).

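Over leaf, root, stamen and pistil together, 40382 genes had at least 1 read in all 3 replicates of at least 1 tissue, which is 69.0% of the annotated genes. The union rose to 44887 genes when a read in any replicate was enough, and was 37318 genes with at least 5 reads in each replicate. It was 40185 genes with the libraries thinned to the same number of reads.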

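Root held the most genes read in a single tissue. With at least 1 read in all 3 replicates of a tissue and 0 reads in all libraries of the other 3 tissues, 99 genes were specific to leaf, 702 to root, 179 to stamen and 264 to pistil. Where the other tissues only had to miss 1 read in all 3 replicates, 462 genes were specific to leaf, 1935 to root, 901 to stamen and 1098 to pistil. The median of the mean counts per library of the genes with 0 reads in the other tissues was 6.33 in leaf, 22.8 in root, 3.67 in stamen and 5.33 in pistil. A mean count of at least 100 was reached by 166 of these genes in root, 9 in pistil, 2 in leaf and 0 in stamen. With at least 10 reads in each replicate, 31 genes specific to leaf, 410 to root, 8 to stamen and 59 to pistil were counted.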

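By the test of levels, 3993 genes were highest in leaf, 3729 in root, 7186 in stamen and 2169 in pistil, while with the total library size stamen had 3286 and pistil 5999. Genes of the known work of each organ stood out. All 43 tested photosystem and light-harvesting proteins were highest in leaf (adjusted p = 2.76e-35 from camera, and adjusted p = 0.0913 with an estimated correlation). The leaf also held 21 of 22 Calvin cycle enzymes (adjusted p = 1.31e-19 from camera, and adjusted p = 0.0913 with an estimated correlation). In root, 30 of 51 secretory peroxidases, which act in the cell wall, were highest (adjusted p = 4.26e-17 from camera, and adjusted p = 0.0522 with an estimated correlation). Of the wall-loosening expansins, 12 of 19 were highest in root (adjusted p = 0.000530 from camera, and adjusted p = 0.0522 with an estimated correlation), and of the xyloglucan endotransglucosylases 7 of 10 (adjusted p = 1.04e-06 from camera, and adjusted p = 0.0453 with an estimated correlation). Stamen was highest for 21 of 28 genes with pollen in their title (adjusted p = 2.56e-10 from camera, and adjusted p = 0.0913 with an estimated correlation). It was also highest for 45 of 89 pectinesterases, polygalacturonases and pectate lyases (adjusted p = 8.05e-10 from camera, and adjusted p = 0.0522 with an estimated correlation), and for 4 of 7 tetraketide alpha-pyrone reductases of sporopollenin synthesis (adjusted p = 0.0140 from camera, and adjusted p = 0.0996 with an estimated correlation). Pistil was highest for 7 of 12 carpel factors of the YABBY, CRABS CLAW and SPATULA kind (adjusted p = 1.71e-10 from camera, and adjusted p = 0.0158 with an estimated correlation). MADS-box factors, some of which set floral organ identity, were highest in stamen in 16, in pistil in 11, in root in 6 and in leaf in 4 of 45 (adjusted p = 2.45e-05 from camera, and adjusted p = 0.0932 with an estimated correlation for stamen; adjusted p = 0.000103 from camera, and adjusted p = 0.0932 with an estimated correlation for pistil). Of 31 genes of the Casparian strip, SCARECROW and nitrate uptake, 10 were highest in root and 8 in stamen, and the list passed in neither (adjusted p = 0.297 from camera, and adjusted p = 0.552 with an estimated correlation for root; adjusted p = 0.0666 from camera, and adjusted p = 0.340 with an estimated correlation for stamen). Adjusted over the list alone, the count of each of these lists was the same. With the total library size the counts were 17 for the pollen genes and 2 for the tetraketide reductases in stamen, 11 and 15 for the MADS-box factors in stamen and pistil, and 9 for the carpel factors. Single genes included a Rubisco small subunit at 16121 ± 844 CPM in leaf (CqNL-6_000831, chromosome 10 from 72404028 to 72407965), peroxidase 57 at 345 ± 109 CPM in root (CqNL-6_018587), GLUTAMINE DUMPER 3 at 333 ± 85.7 CPM in stamen (CqNL-6_009686) and a bark storage protein at 604 ± 29.2 CPM in pistil (CqNL-6_036889). The Rubisco small subunit had 19 reads in root, 88 in stamen and 355 in pistil, and peroxidase 57 had 1 in leaf, 0 in stamen and 1 in pistil. Gene titles come from matches to other species.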

By using these RNA-seq data, we analyzed the expression of all *CqCrRLK1L* genes. For the 26 *CqCrRLK1L* genes in quinoa QQ74 variety, 25 of them were identified in quinoa NL-6 variety (Supplementary Table 1). RNA-seq data showed that the expressions of 23 *CqCrRLK1L* genes were detected in all four or specific tissues, while two genes *CqCrRLK1L3* and *CqCrRLK1L9* were not or weakly detected in all four RNA-seq samples (Supplementary Table 4). 

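Of the 24 CqCrRLK1L loci of NL-6, which carry 25 gene names because CqCrRLK1L17 and CqCrRLK1L18 are annotated as 1 gene, 22 had at least 1 read in all 3 replicates of at least 1 tissue, and 14 had so in all 4 tissues. CqCrRLK1L3 (CqNL-6_000741, chromosome 10 from 73470968 to 73474994) had 1 read in 1 pistil library and 0 in the other tissues. CqCrRLK1L9 (CqNL-6_009746, chromosome 18 from 6406432 to 6409055) had 3 reads in leaf, 0 in root, 4 in stamen and 2 in pistil, summed over the 3 replicates. CqCrRLK1L4, which lies beside CqCrRLK1L3 on the chromosome, was also near this limit, with 9 reads in leaf and 5 in pistil and 0 in root and stamen. CqCrRLK1L5 had 99 reads in leaf and 92 in pistil, and CqCrRLK1L6 188 and 133, while neither was detectable at this depth in root and stamen. The paper reports identical proteins for CqCrRLK1L3 and CqCrRLK1L5, so the split of reads between them is uncertain.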

We then analyzed the expression patterns of the 23 *CqCrRLK1L* genes in different tissues. 

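ANX1/2 and BUPS1/2, receptor kinases that keep pollen tubes intact in Arabidopsis, were far higher in stamen than in the other 3 tissues. CqANX1/2 has a pair of copies, CqCrRLK1L12 (CqNL-6_023958, chromosome 13 from 22769674 to 22772277) and CqCrRLK1L23 (CqNL-6_047183, chromosome 3 from 26534288 to 26536888). In stamen they stood at 1646 ± 155 and 1693 ± 138 CPM, and in pistil at 40.5 ± 8.15 and 36.8 ± 8.64 CPM (stamen over pistil: log2 fold change 5.35, standard error 0.19, adjusted p = 2.23e-14 for CqCrRLK1L12; log2 fold change 5.52, adjusted p = 2.57e-13 for CqCrRLK1L23, both from edgeR). Leaf and root gave 1 and 1 reads of CqCrRLK1L12, and 0 and 6 of CqCrRLK1L23. The copies of CqBUPS1/2, CqCrRLK1L21 (CqNL-6_018028, chromosome 17 from 6803889 to 6806687) and CqCrRLK1L25 (CqNL-6_020270, chromosome 3 from 7511897 to 7514688), reached 2379.8 ± 234 and 969 ± 64.8 CPM in stamen and 60.6 ± 12.2 and 21.0 ± 6.24 CPM in pistil (log2 fold change 5.29, adjusted p = 1.61e-14 and log2 fold change 5.53, adjusted p = 3.07e-13 from edgeR). With TMM the pistil level of these 4 genes was 2.17% to 2.55% of the stamen level, where 1160 stamen genes without a read in leaf and root had a median of 2.34%, which was 8.47% with the total library size. CqCrRLK1L7 (CqNL-6_000746, chromosome 10 from 73364251 to 73367862) was highest in pistil, at 23.8 ± 0.646 CPM against 6.75 ± 1.41 in leaf, 0.227 ± 0.117 in root and 0.362 ± 0.192 in stamen (pistil over leaf: log2 fold change 1.82, standard error 0.17, adjusted p = 2.03e-08 from edgeR). CqCrRLK1L17 and CqCrRLK1L18, read as 1 gene (CqNL-6_002275, chromosome 16 from 46957339 to 46971193), had 30.8 ± 1.16 CPM in stamen, 25.6 ± 0.985 in pistil, 16.7 ± 2.16 in leaf and 3.93 ± 0.838 in root. Its difference between stamen and pistil did not pass the test with TMM (log2 fold change 0.27, standard error 0.13, adjusted p = 0.0727 from edgeR), and with the total library size the direction turned, with pistil higher (log2 fold change of stamen over pistil -1.59, adjusted p = 1.54e-09). With DESeq2 the gene was higher in stamen (log2 fold change 0.34, adjusted p = 0.0181). Its deposited FPKM was 8.34 ± 0.435 in pistil and 2.76 ± 0.0703 in stamen.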

*CqAUX1/2* and *CqBUPS1/2* were dominantly expressed in stamen, while *CqCrRLK1L7*, *CqCrRLK1L17*, and *CqCrRLK1L18* were mainly expressed in pistil. 

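The homologs of CAP1, HERK1/ANJ and CVY1 had their highest mean in root, which for the CqCVY1 copy CqCrRLK1L1 did not pass against leaf with TMM. CqCAP1 was close to root-specific. Its copies CqCrRLK1L16 (CqNL-6_022000, chromosome 9 from 52051570 to 52055420) and CqCrRLK1L22 (CqNL-6_005517, chromosome 2 from 8760785 to 8764408) stood at 44.9 ± 10.8 and 67.9 ± 15.3 CPM in root and 2.18 ± 0.626 and 2.84 ± 0.447 CPM in pistil (log2 fold change 4.36, standard error 0.23, adjusted p = 3.76e-10 and log2 fold change 4.58, adjusted p = 5.27e-13 from edgeR). CqCrRLK1L16 was not detectable at this depth in leaf and stamen, and CqCrRLK1L22 had 3 reads in leaf and 4 in stamen. HERK1 is a receptor of cell elongation in Arabidopsis. CqHERK1 CqCrRLK1L13 (CqNL-6_041568, chromosome 15 from 57027099 to 57029591) had 25.5 ± 1.32 CPM in root, 15.1 ± 1.21 in pistil, 11.9 ± 1.13 in leaf and 7.41 ± 0.904 in stamen. The other copy CqCrRLK1L19 (CqNL-6_015754, chromosome 6 from 73801595 to 73804087) had 21.3 ± 0.460, 13.7 ± 1.85, 12.1 ± 1.26 and 11.3 ± 2.21 CPM in the same order. Root was above pistil for both (log2 fold change 0.75, adjusted p = 1.39e-05 and log2 fold change 0.63, adjusted p = 0.000411 from edgeR). Pistil was above leaf for CqCrRLK1L13 (log2 fold change 0.34, adjusted p = 0.0207 from edgeR, but adjusted p = 0.0565 to 0.0901 without leaf replicate 1 or 2, pistil replicate 3 or any stamen replicate) and did not pass for CqCrRLK1L19 (log2 fold change 0.19, adjusted p = 0.256 from edgeR), which did with the total library size (log2 fold change 1.25, adjusted p = 3.24e-07). For CqCVY1, CqCrRLK1L1 (CqNL-6_051251, chromosome 10 from 61872823 to 61875222) had 17.1 ± 0.242 CPM in root, 15.6 ± 2.48 in leaf, 9.89 ± 2.37 in pistil and 9.09 ± 1.85 in stamen, and CqCrRLK1L10 (CqNL-6_027587, chromosome 18 from 18914886 to 18917297) had 19.6 ± 0.934, 10.7 ± 3.44, 12.6 ± 1.44 and 10.8 ± 2.72 CPM. Root over leaf did not pass for CqCrRLK1L1 with TMM (log2 fold change 0.13, adjusted p = 0.498 from edgeR) and did with the total library size (log2 fold change 0.87, adjusted p = 0.000135). CqCrRLK1L1 was higher in leaf than in pistil with TMM (log2 fold change 0.66, adjusted p = 0.00210 from edgeR), which turned with the total library size (log2 fold change -0.40, adjusted p = 0.0384). CqCrRLK1L10 was higher in root than in pistil (log2 fold change 0.63, adjusted p = 0.00405 from edgeR; with the total library size log2 fold change 0.31, adjusted p = 0.127).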

*CqACAP1* was mainly detected in root, and *CqHERK1* and *CqCURVY1* were relatively highly expressed in root and pistil. *CqTHE1*, *CrRLK1L14*, and *CrRLK1L26* were evenly expressed in leaf, root, and pistil. 

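CqTHE1, CqCrRLK1L14 and CqCrRLK1L26 were read in leaf, root and pistil, with the lowest levels in stamen. THESEUS1 is a receptor kinase that senses the cell wall in Arabidopsis. Its quinoa copy CqCrRLK1L11 (CqNL-6_006913, chromosome 4 from 5467651 to 5470173) had 19.3 ± 0.725 CPM in leaf, 15.7 ± 1.41 in root, 15.4 ± 1.28 in pistil and 4.03 ± 3.34 in stamen. None of its differences among leaf, root and pistil passed the test with TMM (leaf over root: log2 fold change 0.30, adjusted p = 0.239; leaf over pistil: log2 fold change 0.33, adjusted p = 0.189; root over pistil: log2 fold change 0.03, adjusted p = 0.904, from edgeR), while the total library size turned the direction of each and put pistil above leaf (log2 fold change 0.73, adjusted p = 0.00585). Leaf over pistil passed with TMM without stamen replicate 2 (adjusted p = 0.0124 from edgeR) or stamen replicate 3 (adjusted p = 0.0408). The other copy CqCrRLK1L20 (CqNL-6_022546, chromosome 12 from 5540770 to 5543292) had 21.3 ± 1.32 CPM in leaf, 9.34 ± 0.941 in root, 7.04 ± 0.448 in pistil and 1.82 ± 1.07 in stamen, and was called highest in leaf (leaf over root: log2 fold change 1.19, standard error 0.17, adjusted p = 4.35e-06 from edgeR). CqCrRLK1L14 (CqNL-6_026485, chromosome 6 from 16468551 to 16473132) was at 15.0 ± 2.57 CPM in leaf, 6.40 ± 0.839 in root, 7.08 ± 0.682 in pistil and 2.65 ± 0.478 in stamen, with leaf above pistil (log2 fold change 1.08, adjusted p = 1.02e-05 from edgeR), a difference that did not pass with the total library size (log2 fold change 0.02, adjusted p = 0.909). CqCrRLK1L26 (CqNL-6_031100, chromosome 6 from 12355895 to 12360512) was at 18.6 ± 1.97 CPM in leaf, 7.11 ± 0.837 in root, 6.52 ± 0.989 in pistil and 4.31 ± 1.36 in stamen, with leaf above root (log2 fold change 1.39, adjusted p = 6.98e-07 from edgeR). The differences between root and pistil did not pass the test with TMM for CqCrRLK1L14 (log2 fold change -0.14, adjusted p = 0.447) and CqCrRLK1L26 (log2 fold change 0.13, adjusted p = 0.511, from edgeR; the total library size turned the direction of CqCrRLK1L26 to -0.19 and put pistil above root for CqCrRLK1L14, at -0.47, adjusted p = 0.0165). With the total library size, leaf was above root and pistil by log2 fold changes of 0.45 and 0.54 for CqCrRLK1L20 and 0.65 and 0.46 for CqCrRLK1L26, under the minimum for a call.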

Similar to *AtFER* in Arabidopsis, *CqFER* was ubiquitously expressed in all four tissues (Figure 2). 

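FERONIA is the best known receptor kinase of this family in Arabidopsis, and both copies of CqFER were read in all 12 tissue libraries. CqCrRLK1L15 (CqNL-6_049660, chromosome 13 from 67276194 to 67278833) had 108 ± 11.7 CPM in root, 59.5 ± 4.47 in leaf, 43.3 ± 5.48 in pistil and 43.0 ± 1.18 in stamen. CqCrRLK1L24 (CqNL-6_044443, chromosome 3 from 75206518 to 75209157) had 118 ± 10.7 CPM in root, 79.5 ± 5.77 in leaf, 55.9 ± 4.48 in pistil and 53.0 ± 2.56 in stamen. Root was the highest tissue, at 1.82-fold the leaf level for CqCrRLK1L15 (log2 fold change 0.86, standard error 0.12, adjusted p = 2.43e-06 from edgeR) and 1.49-fold for CqCrRLK1L24 (log2 fold change 0.57, standard error 0.11, adjusted p = 0.000126 from edgeR). Leaf was above pistil with TMM (log2 fold change 0.46, adjusted p = 0.00183 and log2 fold change 0.51, adjusted p = 0.000435 from edgeR), and the total library size turned this (log2 fold changes -0.60 and -0.55). The difference between stamen and pistil did not pass with TMM (log2 fold change -0.01, adjusted p = 0.961 and log2 fold change -0.08, adjusted p = 0.546 from edgeR), while with the total library size stamen was the lower tissue (log2 fold changes -1.87 and -1.93).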

Remarkably, two copies of *CqFER*, *CqANX1, CqBUPS1/2*, *CqHERK1*, *CqCAP1*, *CqCVY1*, and *CqTHE1* exhibited very similar expression patterns (Figure 2), corroborating that they are the duplicated genes originating from the two ancestors of quinoa. Collectively, these results suggested that *CqCrRLK1L* genes in quinoa also exhibit tissue-specific expression patterns, and the expression patterns are reminiscent of their paralogs in Arabidopsis.

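With TMM, both copies of each of the 7 pairs had their highest mean in the same tissue, but in 4 pairs the balance between the copies differed from tissue to tissue. The CqTHE1 copies were highest in different tissues with the total library size, CqCrRLK1L11 in pistil (over leaf: log2 fold change 0.73, adjusted p = 0.00585; over root: log2 fold change 0.29, adjusted p = 0.235) and CqCrRLK1L20 in leaf (over pistil: log2 fold change 0.54, adjusted p = 0.00844, from edgeR), as in the deposited FPKM (10.7 in pistil and 6.44 in leaf for CqCrRLK1L11, 4.90 and 7.10 for CqCrRLK1L20). The balance was taken per library as the log2 ratio of the counts of the copies with 0.5 added to each, in which the library size cancels, and tested over the tissues with an exact permutation test, adjusted over the 7 pairs. It differed between tissues for BUPS1/2 (adjusted p = 0.000455), HERK1/ANJ (adjusted p = 0.0108), THE1 (adjusted p = 0.0108) and CVY1 (adjusted p = 0.0189), by the same exact permutation test with n = 3 per tissue. In the copies of CqTHE1, the log2 ratio of CqCrRLK1L11 over CqCrRLK1L20 was -0.14 ± 0.0640 in leaf, 0.75 ± 0.0152 in root, 0.98 ± 0.447 in stamen and 1.12 ± 0.112 in pistil (SD, n = 3). In those of CqHERK1, CqCrRLK1L13 over CqCrRLK1L19 was -0.02 ± 0.0299 in leaf, 0.26 ± 0.0589 in root, -0.59 ± 0.292 in stamen and 0.14 ± 0.236 in pistil. For CqCVY1, CqCrRLK1L1 over CqCrRLK1L10 was 0.58 ± 0.289 in leaf, -0.20 ± 0.0525 in root, -0.23 ± 0.301 in stamen and -0.37 ± 0.174 in pistil. The BUPS1/2 copies CqCrRLK1L21 and CqCrRLK1L25 had 46898 and 19140 reads in stamen and 4162 and 1440 in pistil, ratios of 1.29 ± 0.0636 and 1.55 ± 0.125. In leaf they had 56 and 0 reads, CqCrRLK1L21 being at least 18.7-fold higher against the floor of 3 reads over the group, and in root 5 and 27 reads. For CqFER the tissue means of the log2 ratio spanned 0.29 (exact permutation test, adjusted p = 0.0556), which passed without leaf replicate 2 (adjusted p = 0.0151) or stamen replicate 2 (adjusted p = 0.0465). CqANX1/2 and CqCAP1 had enough reads in 2 tissues only, where the exact permutation test cannot give a p below 0.1 (adjusted p = 0.117 and 0.50). Reads that match both copies may be split unevenly by the counting, so these ratios are uncertain to that extent.

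**Figure D1:**
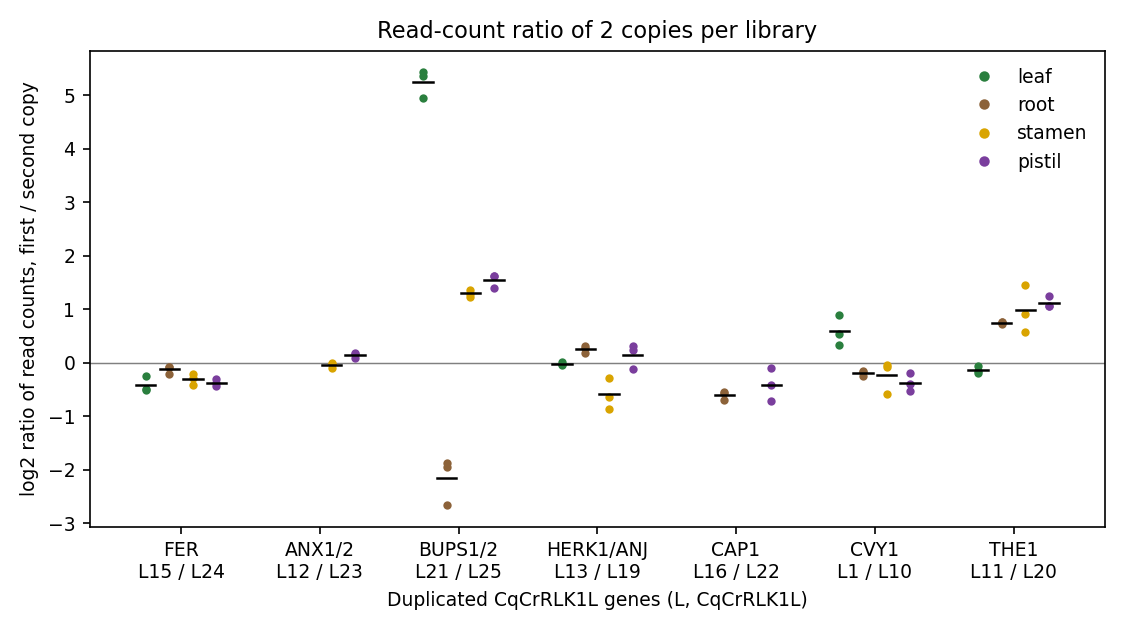
Log2 ratio of the counts of the copies of each pair (vertical axis) in each library, with 0.5 added to each count. Points are single libraries of leaf (green), root (brown), stamen (yellow) and pistil (purple), and the black bar is the mean of 3 libraries. The copies of BUPS1/2 range from a mean of -2.16 in root to 5.25 in leaf, where CqCrRLK1L25 had 0 reads and the 0.5 added sets the value; this span of 7.41 was 3.28 with 5 added to each count.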

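Of the 24 CqCrRLK1L loci, 12 were called highest in a single tissue: CqCrRLK1L6, CqCrRLK1L8, CqCrRLK1L14, CqCrRLK1L20 and CqCrRLK1L26 in leaf, the copies of CqCAP1 in root, those of CqANX1/2 and CqBUPS1/2 in stamen, and CqCrRLK1L7 in pistil. The CqFER, CqHERK1 and CqCVY1 copies, CqCrRLK1L11 and CqCrRLK1L17/CqCrRLK1L18 were read in all 4 tissues without such a call. CqCrRLK1L8 (CqNL-6_010309, chromosome 5 from 8819402 to 8832570) had 48.0 ± 4.47 CPM in leaf, 22.2 ± 4.02 in pistil, 14.6 ± 2.05 in stamen and 6.24 ± 0.297 in root, with leaf above pistil (log2 fold change 1.11, standard error 0.13, adjusted p = 5.21e-07 from edgeR). Stamen was above root with TMM (log2 fold change 1.24, adjusted p = 1.29e-06 from edgeR), which turned with the total library size (log2 fold change -0.30, not past the threshold). With the total library size 8 loci were called: the 5 leaf calls were lost, CqCrRLK1L17/CqCrRLK1L18 was gained in pistil, and the 7 calls in root, stamen and pistil were kept. CqCrRLK1L14 was not called without leaf replicate 3, where leaf was above pistil by a log2 fold change of 0.93, and CqCrRLK1L5 was called highest in leaf without pistil replicate 1 (log2 fold change over pistil 1.02, adjusted p = 0.0475 from edgeR). From the levels over leaf, root, stamen and pistil, the paper proposes that the CqCrRLK1L genes have tissue-specific expression patterns, and that these resemble the patterns of their counterparts in Arabidopsis.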

**FIGURE 2:**
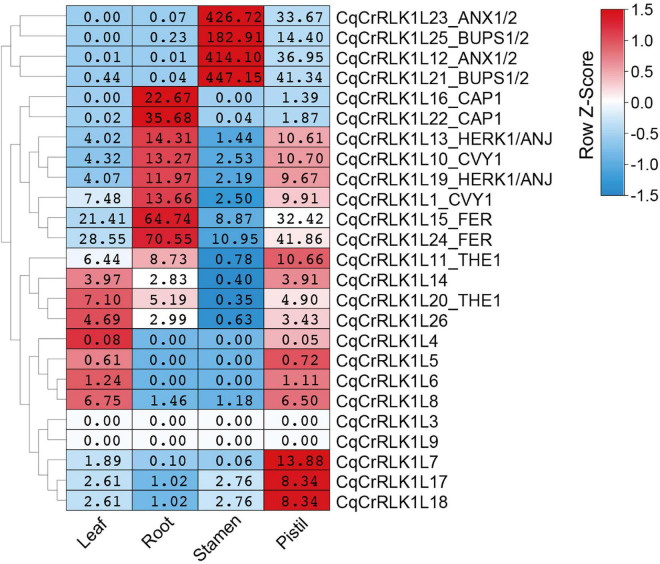
Tissue-specific expression pattern of *CqCrRLK1L* genes in quinoa. RNA-seq analysis was performed for the leaf, root, stamen, and pistil tissues of quinoa, and three independent replicates were conducted for each tissue. For each replicate, 8 quinoa roots were collected from three-day-old seedlings grown on half MS medium under dark conditions; more than 80 stamens and 30 pistils were sampled from newly opened flowers after growth on soils for seven weeks; all vegetative leaves were collected from four independent 14-day-old seedlings. The expression of each *CqCrRLK1L* gene in all four tissues was analyzed based on RNA-seq data. For each *CqCrRLK1L* gene, its expression in four tissues was normalized by row scale before plotting. Different colors in the heatmap indicate the relative expression level of each gene in different tissues based on the row Z-scores of the fragments per kilobase of transcript per million reads mapped (FPKM), while the digital numbers presented in the heatmap cells indicate the accurate values of the averaged FPKM of the three independent biological replicates.

### Transcriptional Analysis of *CqCrRLK1L* Genes in Response to Salt Stress

Studies have shown that AtFER, AtTHE1, and AtHERK1 are involved in the regulation of salt tolerance in Arabidopsis (Zhao et al., 2018; Gigli-Bisceglia et al., 2020). To decipher whether salt stress affects the expression of *CqCrRLK1L* genes in quinoa, we performed RNA-seq analysis for the leaves of quinoa NL-6 variety before and after salt treatment. Totally three independent biological replicates were performed. 

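The salt data held 6 libraries of NL-6 leaves, 3 from untreated seedlings and 3 from seedlings exposed to 400 mM NaCl for 8 h. The seedlings were 14 days old, each replicate pooled the leaves of 4 of them, and the untreated leaf libraries were also the leaf libraries of the tissue data. Mapping and counting by the authors were as for the tissues. Counted reads per library were 15544918 to 17019602 (median 16855234) in untreated leaves and 14392481 to 15092661 (median 15034267) in treated leaves. A change was tested on the counts of these 6 libraries alone with edgeR's quasi-likelihood test over 29201 genes with enough reads, scaled by TMM, with Benjamini-Hochberg adjusted p-values; levels are CPM (mean ± SD, n = 3). Log2 fold changes are treated over untreated leaves. Genes below the read filter are given by their reads, summed over 3 libraries. The 100 genes with the most reads in a library took 24.2% to 26.1% of the reads in untreated leaves and 21.3% to 22.5% in treated leaves, and the TMM factors were 0.908 to 0.928 and 1.06 to 1.11. The median log2 fold change of all tested genes was 0.04 with TMM and 0.29 with the total library size, so that small changes depend on this choice. The same replicate numbers in both groups do not mark shared plants or batches in the paper or the labels.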

RNA-seq data revealed that 2,772 genes were significantly up-regulated (fold change > 2, *p* value < 0.05), while 3096 genes were significantly down-regulated after salt treatment (fold change > 2, *p* value < 0.05) (Supplementary Table 5).

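With TMM, which holds most genes level between libraries, salt treatment changed close to as many genes upwards as downwards. At an adjusted p under 0.05, 7007 genes were up-regulated and 6652 down-regulated, of which 3059 and 3096 by a log2 fold change of at least 1. At the paper's thresholds (unadjusted p and fold change) the edgeR fit gave 3159 up-regulated and 3204 down-regulated genes. With the total library size the split at an adjusted p under 0.05 was 10430 up and 4447 down, and at the paper's thresholds 4836 up and 2082 down. The near balance thus depends on the scaling. Among the largest rises were those of 2 enzymes on the way to glycine betaine, an osmolyte of salt-treated leaves. Phosphoethanolamine N-methyltransferase, which feeds choline synthesis (CqNL-6_017786, chromosome 5 from 41193256 to 41201843), rose 23.1-fold from 100.3 ± 15.7 to 2315 ± 813 CPM (log2 fold change 4.53, standard error 0.28, adjusted p = 2.28e-05 from edgeR). Choline monooxygenase, which turns choline into the precursor of glycine betaine (CqNL-6_054275, chromosome 1 from 27019198 to 27025388), rose 18.5-fold from 67.4 ± 5.19 to 1248 ± 191 CPM (log2 fold change 4.21, standard error 0.16, adjusted p = 5.38e-06 from edgeR). Dehydrin 1, a protein of water deficit (CqNL-6_039449), rose from 8.08 ± 1.23 to 117 ± 39.9 CPM (log2 fold change 3.86, standard error 0.25, adjusted p = 3.26e-05 from edgeR). The largest rise among titled genes of sufficient level was that of a gene titled secologanin synthase (CqNL-6_007453), from 2.00 ± 0.301 to 95.4 ± 59.1 CPM, with 2653, 692 and 1312 reads in the treated replicates (log2 fold change 5.57, standard error 0.49, adjusted p = 6.89e-05 from edgeR). Nucleoredoxin 2, alpha-1,4-glucan-protein synthase, a glycoside hydrolase and PR-4 rose by log2 fold changes of 4.69, 4.21, 4.02 and 3.98 (adjusted p = 1.15e-05 to 0.00168 from edgeR). Among the down-regulated genes were enzymes that act on cell wall sugars. Auxin-induced beta-glucosidase (CqNL-6_026235, chromosome 6 from 18935679 to 18941633) went from 190.4 ± 38.5 to 4.47 ± 5.19 CPM (log2 fold change -5.43, standard error 0.65, adjusted p = 0.000245 from edgeR) and beta-D-xylosidase 2 (CqNL-6_006242, chromosome 2 from 1202338 to 1209633) from 152 ± 20.5 to 6.89 ± 1.78 CPM (log2 fold change -4.46, standard error 0.21, adjusted p = 1.03e-05 from edgeR). A beta-galactosidase, snakin-2, 7-deoxyloganetin glucosyltransferase and the iron-sulfur protein NEET had log2 fold changes of -3.46, -3.19, -4.86 and -3.91 (adjusted p = 9.41e-06 to 0.000532 from edgeR). Heat shock protein 90-1, a chaperone (CqNL-6_037236), went from 595 ± 138 to 78.2 ± 46.5 CPM (log2 fold change -2.93, standard error 0.37, adjusted p = 0.000325 from edgeR). 40S ribosomal protein Sa-2 (CqNL-6_027943) went from 77.6 ± 23.3 to 10.7 ± 2.37 CPM (log2 fold change -2.86, adjusted p = 5.74e-05 from edgeR). Single libraries set the size of some of these changes: without NaCl replicate 1 the log2 fold change of secologanin synthase was 4.98, of alpha-1,4-glucan-protein synthase 3.56 and of PR-4 2.82, and without NaCl replicate 3 that of auxin-induced beta-glucosidase was -7.03, of 7-deoxyloganetin glucosyltransferase -6.35 and of heat shock protein 90-1 -3.54. It was -3.84 for snakin-2 without NaCl replicate 2 and -3.24 for NEET without leaf replicate 1.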

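As lists, genes of protein synthesis and photosynthesis went down after salt treatment and those of osmolyte and ethylene synthesis, WRKY factors, glutathione S-transferases and sodium and potassium transporters went up with camera's preset correlation, although not every member moved and no list passed with an estimated correlation. Of 129 tested cytosolic ribosomal proteins, 4 were up-regulated and 121 down-regulated (4 and 123 adjusted over the list alone), with a median log2 fold change of -1.63 (adjusted p = 2.75e-60 from camera, and adjusted p = 0.398 with an estimated correlation). Members with the smallest p were 60S ribosomal protein L29-1 (CqNL-6_030865), at -1.93 (standard error 0.13, adjusted p = 3.26e-05 from edgeR), and L14-1 (CqNL-6_028475), at -2.14 (standard error 0.15, adjusted p = 3.55e-05 from edgeR). Of 51 plastid ribosomal proteins, 48 fell (49 adjusted over the list alone), among them 50S ribosomal protein L12 at a log2 fold change of -1.41 (standard error 0.13, adjusted p = 8.84e-05 from edgeR), and none rose; the median was -0.76 (adjusted p = 1.22e-14 from camera, and adjusted p = 0.398 with an estimated correlation). All 22 Calvin cycle enzymes fell (as many adjusted over the list alone), with a median of -0.67 (adjusted p = 1.03e-06 from camera, and adjusted p = 0.492 with an estimated correlation). The Rubisco small subunit gene CqNL-6_009849 went from 2965 ± 219 to 1102 ± 169 CPM, a log2 fold change of -1.43 (standard error 0.14, adjusted p = 9.94e-05 from edgeR). Of 43 photosystem and light-harvesting proteins, 34 fell (35 adjusted over the list alone) and none rose, with a median of -0.46 (adjusted p = 0.000118 from camera, and adjusted p = 0.565 with an estimated correlation). Of 26 histones, 4 were up-regulated and 16 down-regulated (4 and 16 adjusted over the list alone) (adjusted p = 0.000118 from camera, and adjusted p = 0.425 with an estimated correlation). Histone H3.2 (CqNL-6_017249) had a log2 fold change of -2.22 (standard error 0.13, adjusted p = 1.72e-05 from edgeR). Of 9 starch breakdown enzymes, 1 was up-regulated and 5 down-regulated (1 and 5 adjusted over the list alone), the latter with alpha-amylase at -1.26 (standard error 0.12, adjusted p = 8.48e-05 from edgeR) and beta-amylase 9, which is titled inactive. The list call (adjusted p = 0.0229 from camera, and adjusted p = 0.554 with an estimated correlation) was lost without NaCl replicate 1 (adjusted p = 0.0737). Of 13 genes of proline, betaine and raffinose-family synthesis, 9 rose (11 adjusted over the list alone) and none fell, with a median of 1.15 (adjusted p = 7.87e-06 from camera, and adjusted p = 0.398 with an estimated correlation). They included galactinol synthase 1 (CqNL-6_014878), at 2.86 (standard error 0.32, adjusted p = 0.000168 from edgeR). Of 6 ethylene synthesis genes, 4 were up-regulated and 1 down-regulated (4 and 1 adjusted over the list alone), with 1-aminocyclopropane-1-carboxylate oxidase (CqNL-6_055529) at 2.49 (standard error 0.20, adjusted p = 4.95e-05 from edgeR) (adjusted p = 0.00138 from camera, and adjusted p = 0.398 with an estimated correlation). Another of the risers (CqNL-6_026133) is titled only a homolog of this oxidase. Of 26 WRKY transcription factors, 14 were up-regulated and 1 down-regulated (14 and 2 adjusted over the list alone), with WRKY31 (CqNL-6_023074) at 3.02 (standard error 0.34, adjusted p = 0.000177 from edgeR) (adjusted p = 0.0229 from camera, and adjusted p = 0.398 with an estimated correlation). Of 22 glutathione S-transferases, which detoxify, 10 were up-regulated and 2 down-regulated (14 and 3 adjusted over the list alone), with GST U7 (CqNL-6_002368) at 2.68 (standard error 0.21, adjusted p = 4.71e-05 from edgeR) (adjusted p = 0.0229 from camera, and adjusted p = 0.398 with an estimated correlation). Of 16 sodium and potassium transporters, 6 rose (as many adjusted over the list alone) and none fell, with sodium/hydrogen exchanger 6 (CqNL-6_029012) at 1.91 (standard error 0.15, adjusted p = 4.76e-05 from edgeR) and the potassium channel SKOR (CqNL-6_032911) at 2.07 (standard error 0.18, adjusted p = 6.81e-05 from edgeR). The list call (adjusted p = 0.0325 from camera, and adjusted p = 0.554 with an estimated correlation) was lost without NaCl replicate 2 (adjusted p = 0.0719). The other members of smallest p in these lists were 50S ribosomal protein 6 (-1.33), a Rubisco small chain (CqNL-6_009850, -1.02), PSB27-H2 (-1.08), a chlorophyll a-b binding protein (CqNL-6_030422, -0.86), histone H2B.1 (-1.57), beta-amylase 9 (-1.30), the oxidase homolog (3.91) and glutathione S-transferase parA (3.99), given as log2 fold changes, and WRKY3, which rose 2.84-fold (adjusted p = 5.57e-05 to 0.000665 from edgeR). These 11 of 30 tested lists passed, and none did with an estimated correlation, where 3 had an unadjusted p under 0.05, while 20 passed with fry, which tests whether the members of a list move one way. In the lists named without a member that rose, or without one that fell, that number was also 0 at an unadjusted p under 0.05 from edgeR and at an adjusted p under 0.05 from DESeq2.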

Based on RNA-seq data, we found that the expression of *CqFER*, *CqTHE1*, and *CqHERK1* genes was not significantly changed after NaCl treatment based on the criterion of fold change > 2, (Figure 3A and Supplementary Table 6), which is consistent with that reported in Arabidopsis (Zhao et al., 2021). These results suggested that the responses of these three *CrRLK1L* genes to salt stress were not regulated at a transcriptional level. Nevertheless, RNA-seq data showed that the expression of 21 *CqCrRLK1L* genes was increased after salt stress, and among of them three *CqCrRLK1L* genes, *CqCrRLK1L5*, *CqCrRLK1L7*, and *CqCrRLK1L9*, were significantly up-regulated after salt treatment (fold change > 2, *p* value < 0.05). Specifically, *CqCrRLK1L9* was increased more than 30-fold, *CqCrRLK1L7* was increased around 10-old, and *CqCrRLK1L5* was increased 3.7-fold (Figure 3A and Supplementary Table 6). qRT-PCR analysis verified that the transcript levels of *CqCrRLK1L5*, *CqCrRLK1L7*, and *CqCrRLK1L9* were dramatically increased after salt treatment (Figure 3B). 

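Neither copy of CqFER, CqTHE1 or CqHERK1 passed the test for a change by salt, although the spread between the treated replicates was wide. CqFER CqCrRLK1L15 had 54.7 ± 3.79 CPM before and 53.3 ± 14.6 CPM after (log2 fold change -0.04, standard error 0.19, adjusted p = 0.894 from edgeR) and CqCrRLK1L24 73.0 ± 4.95 CPM before and 64.9 ± 26.6 CPM after (log2 fold change -0.17, standard error 0.26, adjusted p = 0.628 from edgeR), and with the total library size both turned to small positive values (log2 fold changes 0.21 and 0.08, adjusted p = 0.373 and 0.815). CqTHE1 CqCrRLK1L11 had 17.7 ± 0.593 CPM before and 17.1 ± 7.22 CPM after (log2 fold change -0.05, standard error 0.28, adjusted p = 0.898 from edgeR; 0.20 with the total library size), and CqCrRLK1L20 19.5 ± 1.07 CPM before and 28.0 ± 12.4 CPM after (log2 fold change 0.52, standard error 0.30, adjusted p = 0.184 from edgeR). CqHERK1 CqCrRLK1L13 had 10.9 ± 0.964 CPM before and 18.3 ± 7.77 CPM after (log2 fold change 0.74, standard error 0.29, adjusted p = 0.0605 from edgeR), and CqCrRLK1L19 11.1 ± 1.09 CPM before and 15.1 ± 6.43 CPM after (log2 fold change 0.44, standard error 0.30, adjusted p = 0.250 from edgeR). Treated replicate 1 held the lowest level of each of these genes, for example 36.5 CPM of CqCrRLK1L24 against 89.2 and 69.2 in the other treated replicates. Without it, CqCrRLK1L13 (log2 fold change 1.03, adjusted p = 0.00118 from edgeR), CqCrRLK1L19 (log2 fold change 0.75, adjusted p = 0.00419) and CqCrRLK1L20 (log2 fold change 0.84, adjusted p = 0.00127) passed as up-regulated, while both CqFER copies and CqCrRLK1L11 did not (log2 fold change 0.16, adjusted p = 0.355 for CqCrRLK1L15, log2 fold change 0.11, adjusted p = 0.585 for CqCrRLK1L24 and log2 fold change 0.25, adjusted p = 0.165 for CqCrRLK1L11). CqCrRLK1L13 also passed as up-regulated with the total library size (log2 fold change 0.99, adjusted p = 0.0175 from edgeR), without the read filter (adjusted p = 0.0434), with all 15 libraries in the fit (adjusted p = 0.0143) and with DESeq2 (adjusted p = 0.0441).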

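CqCrRLK1L5, CqCrRLK1L7, CqCrRLK1L9 and CqCrRLK1L17/CqCrRLK1L18 rose after salt treatment and CqCrRLK1L21 fell, at an adjusted p under 0.05 from edgeR. Of the 24 CqCrRLK1L loci, 17 had enough reads in leaves for the test; 4 were up-regulated and 1 down-regulated (the same numbers adjusted over the list alone), and 12 did not pass. CqCrRLK1L17/CqCrRLK1L18 rose 1.58-fold, from 15.3 ± 1.88 to 24.1 ± 3.23 CPM (log2 fold change 0.66, standard error 0.15, adjusted p = 0.00624 from edgeR). By mean CPM alone, 18 of the 25 gene names were higher after treatment, 5 lower and 2 without a read, while with the total library size 22 were higher and 1 lower. Counted by locus, 17 were higher with TMM and 21 with the total library size. At 5 loci every treated replicate was above every untreated one, among them the untested CqCrRLK1L25, with 0 reads before and 4 after. Chance separates the groups for 10% of genes over both directions, of which rises are only a part. Over all genes, 7007 of the 29201 tested were up-regulated at an adjusted p under 0.05 from edgeR. CqCrRLK1L8 (log2 fold change 0.49, standard error 0.18, adjusted p = 0.0508 from edgeR) and CqCrRLK1L10 (log2 fold change 0.84, standard error 0.37, adjusted p = 0.0883) did not pass. Both did with the total library size (log2 fold changes 0.74 and 1.08, adjusted p = 0.00663 and 0.0322) and with all 15 libraries in the fit (adjusted p = 0.0250 and 0.0308), CqCrRLK1L8 also without the read filter (adjusted p = 0.0460) and CqCrRLK1L10 with the replicate number as a block (adjusted p = 0.0334, from edgeR). Without NaCl replicate 1, 10 loci were up-regulated, CqCrRLK1L1, CqCrRLK1L8, CqCrRLK1L10, CqCrRLK1L13, CqCrRLK1L19 and CqCrRLK1L20 being added (adjusted p = 0.0205, 0.0105 and 0.00334 for the first 3, from edgeR). CqCrRLK1L1 had a log2 fold change of 0.50, and -0.05 without NaCl replicate 3. With the total library size, or with all 15 libraries in the fit, 7 loci were up-regulated, and with DESeq2 5.

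**Figure D2:**
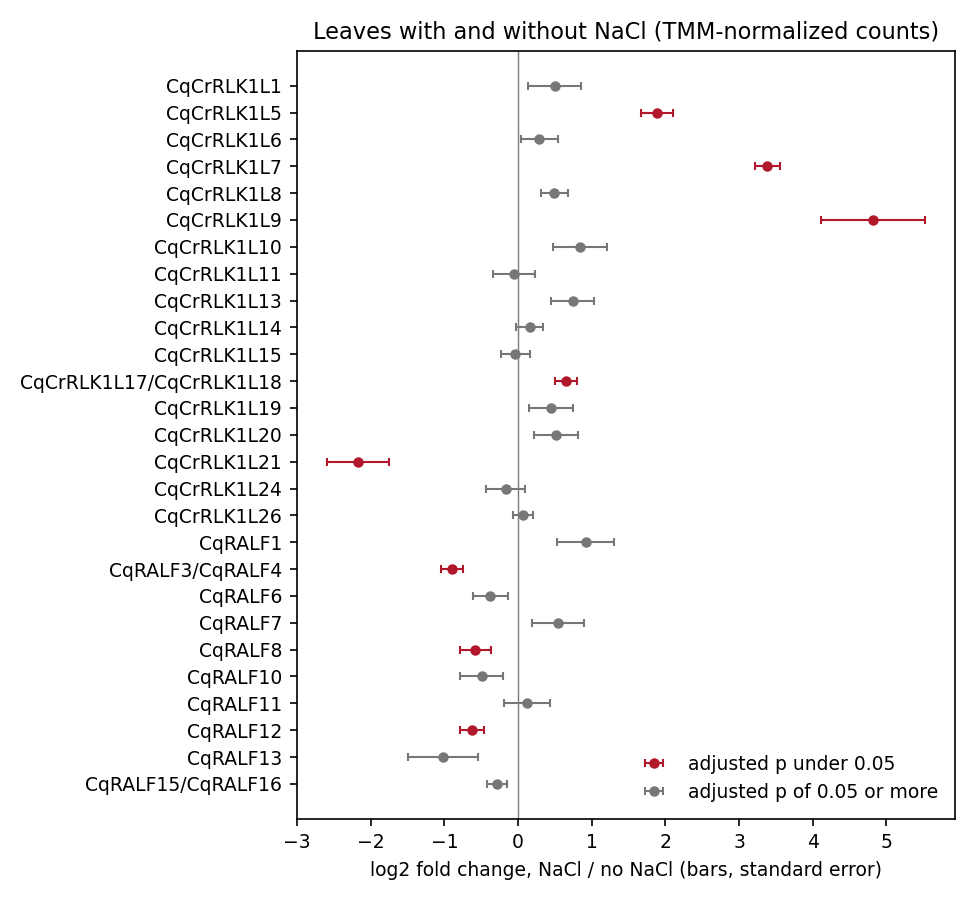
Log2 fold change of treated over untreated leaves (horizontal axis, TMM) for each tested CqCrRLK1L and CqRALF gene, with its standard error as a bar. Red points have an adjusted p under 0.05 from edgeR and grey points do not. CqCrRLK1L9 lies farthest to the right at 4.81 and CqCrRLK1L21 farthest to the left at -2.17; with the total library size the values lie higher, and both CqFER copies and CqCrRLK1L11 turn from below to above 0.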

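The sharpest rise in amount was that of CqCrRLK1L7. It went from 6.20 ± 1.34 to 64.6 ± 4.14 CPM, a 10.4-fold rise (log2 fold change 3.38, standard error 0.17, adjusted p = 1.07e-05 from edgeR), with 279 reads before and 3133 after. CqCrRLK1L5 (CqNL-6_000744, chromosome 10 from 73416579 to 73420605) rose 3.70-fold, from 2.17 ± 0.442 to 8.08 ± 1.11 CPM (log2 fold change 1.89, standard error 0.22, adjusted p = 0.000223 from edgeR). CqCrRLK1L9 rose from near the limit of detection, with 3 reads before and 101 after treatment (0.0685 ± 0.0709 CPM before and 2.09 ± 0.882 CPM after). Its fitted change was 28.1-fold (log2 fold change 4.81, standard error 0.71, adjusted p = 0.000658 from edgeR), and its ratio of reads per TMM-scaled library size was 31.4 with an exact 95% counting interval of 10.5 to 155. Without leaf replicate 1 the log2 fold change of CqCrRLK1L9 was 5.71. CqCrRLK1L5 and CqCrRLK1L7 lie in 1 stretch of chromosome 10 with CqCrRLK1L3, CqCrRLK1L4 and CqCrRLK1L6, from 73364251 to 73474994, where close copies can share reads, while CqCrRLK1L9 lies on chromosome 18. CqCrRLK1L5 and CqCrRLK1L3 encode identical proteins in the paper's alignment, so to which of them the rise belongs is uncertain. CqCrRLK1L6 in this stretch did not pass (log2 fold change 0.29, standard error 0.25, adjusted p = 0.377 from edgeR), and CqCrRLK1L3 and CqCrRLK1L4 had 0 and 9 reads before and 4 and 13 after. The paper also found the rises of CqCrRLK1L5, CqCrRLK1L7 and CqCrRLK1L9 by qRT-PCR in independent samples. In its phylogenetic tree they form a cluster without a close homolog in Arabidopsis. From this and the rises, the paper proposes that these 3 genes may act redundantly in the salt response of quinoa.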

Intriguingly, these three genes are grouped in a same cluster in the phylogenetic tree and the close homologs of these genes were not identified in Arabidopsis (Figure 1B), implying that these three genes may function redundantly and uniquely in quinoa to regulate salt stress response. 

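CqCrRLK1L21, a copy of BUPS1/2, was the only tested CqCrRLK1L gene that fell in leaves after salt treatment, with TMM as with the total library size (log2 fold change -1.93, adjusted p = 0.00500 from edgeR). Its reads in the 3 untreated leaf libraries were 15, 21 and 20, and those in the treated libraries 4, 6 and 3. The level was 1.23 ± 0.148 CPM before and 0.266 ± 0.0859 CPM after, 4.51-fold lower (log2 fold change -2.17, standard error 0.43, adjusted p = 0.00283 from edgeR), and the adjusted p was at most 0.0175 with any library left out. The other copy CqCrRLK1L25 had 0 reads before and 4 after treatment and was not tested.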

Our RNA-seq data showed that, although *CqCrRLK1L21*_*BUPS1/2* was dominantly expressed in reproductive tissues, its expression was also weekly detected in leaves, and salt stress treatment significantly repressed its expression (fold change > 2, *p* value < 0.05) (Figure 3A and Supplementary Table 6). Independent qRT-PCR was also performed to validate the expression of *CqCrRLK1L21*_*BUPS1/2* gene before and after salt stress, but due to its extremely low expression level, the expression of this gene in leaves could not be effectively detected by using qRT-PCR assay.

**FIGURE 3:**
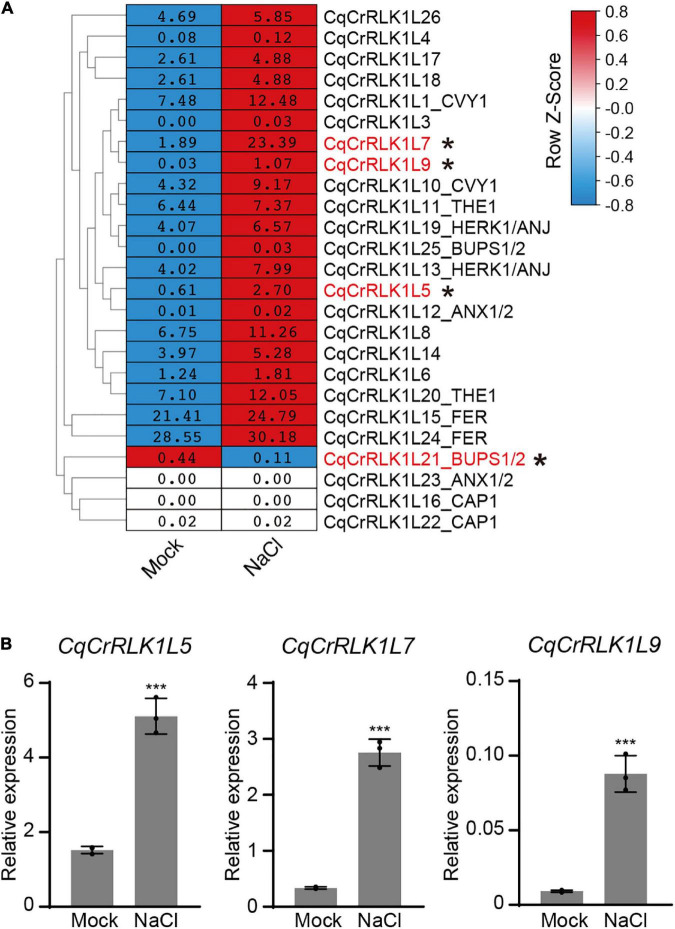
Analysis of the expression of *CqCrRLK1L* genes in response to salt stress. **(A)** RNA-seq analysis was performed for the leaves of quinoa before and after NaCl treatment. 14-day-old seedlings were treated with or without 400 mM NaCl for 8 h, and for each replicate all vegetative leaves from four different plants of the same treatment were collected and totally three replicates were conducted. The mean FPKM value of each *CqCrRLK1L* gene was normalized by row scale before plotting. Different colors in the heatmap indicate the relative expression level of each gene before and after NaCl treatment based on the row Z-scores of FPKM, while the digital numbers presented in the heatmap cells represent the averaged FPKM of the three independent biological replicates. Differential expression analysis was performed using DESeq, and the *CqCrRLK1L* genes that were significantly up-regulated or down-regulated (*p* ≤ 0.05 and | log_2_(fold change)| ≥ 1) are marked by asterisks. **(B)** Quantitative real-time (qRT)-PCR analysis of *CqCrRLK1L5*, *CqCrRLK1L7*, and *CqCrRLK1L9* genes before and after NaCl (400 mM) treatment. qRT-qPCR assay was performed using samples independent of RNA-seq samples. *CqEF1a* was used as an internal control. Values are the means ± SD of three biological replicates. Asterisks indicate statistically significant differences (***p < 0.001, Student’s *t*-test).

### Tissue-Specific Expression Patterns of *CqRALFs* in Quinoa

It has been experimentally demonstrated that RALFs are the ligands of *Cr*RLK1L family proteins, and there are approximately 37 RALFs in Arabidopsis (Abarca et al., 2021). By aligning all these AtRALFs against the database of both quinoa QQ74 and NL-6 varieties, 18 paralogs were identified and these genes were named as *CqRALF1*-*CqRALF18* based on their locations on chromosomes (Supplementary Table 7). Notably, *CqRALF3* and *CqRALF4*, as well as *CqRALF15* and *CqRALF16*, are tandemly arrayed on quinoa chromosomes, and the genomic sequences of all these four genes were identified in the genome of both QQ74 and NL-6 varieties. However, in the latter genome, both *CqRALF3*/*CqRALF4* and *CqRALF15*/*CqRALF16* pairs were annotated as one gene (Supplementary Table 7), and they need to be manually corrected in the new version of genome annotation.

In analogy to AtRALFs, the typical features of RRXL motif, YISY motif, and four conserved cysteines were also identified in all 18 CqRALF peptides (Supplementary Figure 2), corroborating that these motifs are evolutionarily conserved and are critical for RALFs to conduct their functions. Phylogenetic analysis between quinoa and Arabidopsis showed that the well-studied AtRALF1, AtRALF22, and AtRALF23 peptides in Arabidopsis were closely associated with CqRALF3, CqRALF4, CqRALF15, and CqRALF16, while AtRALF4 and AtRALF19, which are specifically expressed in pollen tubes and participates in the regulation of pollen tube growth in Arabidopsis (Ge et al., 2017), were closely linked to CqRALF2 and CqRALF17 (Figure 4A).

**FIGURE 4:**
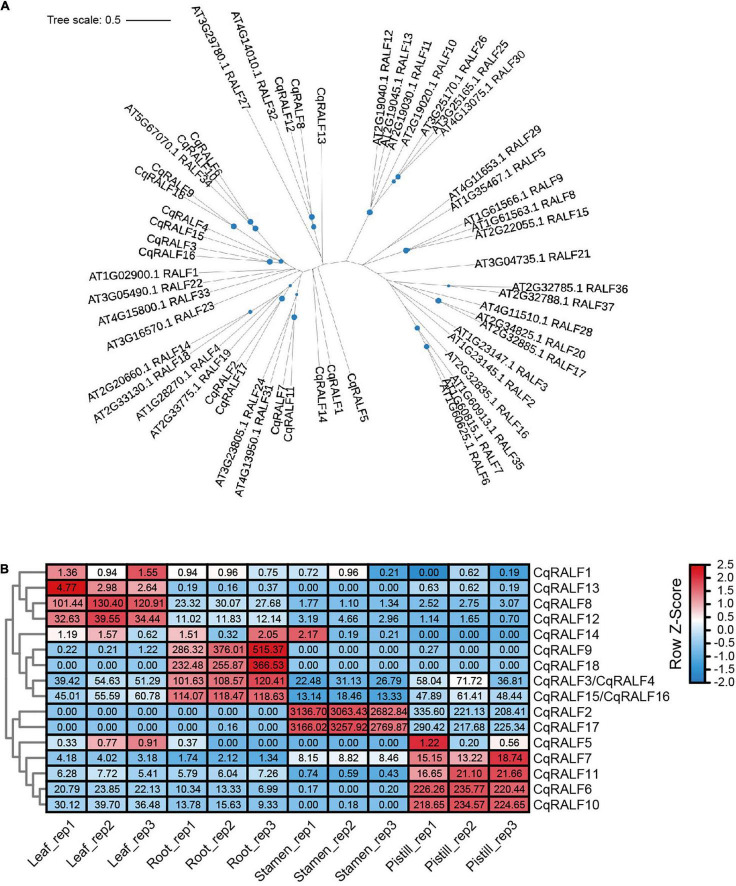
Characterization of *CqRALFs* in quinoa. **(A)** Phylogenetic analysis of RALFs in quinoa and Arabidopsis. The full-length amino acids of RALF peptides were used for phylogenetic analysis, and phylogenetic tree was generated by using IQ-TREE2 program. **(B)** Analysis of the tissue-specific expression patterns of *CqRALFs* in leaf, root, stamen, and pistil tissues of quinoa. The RNA-seq data used for gene expression analysis are the same as that described in Figure 2. The FPKM values of each *CqRALF* gene in four tissues were normalized by row scale before plotting. Different colors in the heatmap indicate the relative expression level of each gene in different tissues based on the row Z-scores of FPKM, while the digital numbers presented in the heatmap cells represent the accurate FPKM values in three independent biological replicates. Notably, *CqRALF3*/*CqRALF4* and *CqRALF15*/*CqRALF16* pairs were annotated as one gene in the current version of NL-6 genome annotation.

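All 16 CqRALF loci, which carry 18 gene names since CqRALF3 and CqRALF4, and CqRALF15 and CqRALF16, are each annotated as 1 gene in NL-6, had at least 1 read in all 3 replicates of at least 1 tissue, and 6 had so in all 4 tissues. CqRALF3/CqRALF4 (CqNL-6_028401, chromosome 4 from 64943293 to 64948169) was read in every tissue, at 52.7 ± 5.70 CPM in root, 38.5 ± 6.24 in leaf, 37.0 ± 5.44 in stamen and 21.1 ± 6.39 in pistil. Stamen and leaf were above pistil with TMM (log2 fold change 0.81, adjusted p = 0.000812 and log2 fold change 0.87, adjusted p = 0.000399 from edgeR), which turned with the total library size (log2 fold change -1.05, adjusted p = 7.05e-05 and log2 fold change -0.19, adjusted p = 0.345). CqRALF15/CqRALF16 (CqNL-6_033944, chromosome 12 from 58137575 to 58141532) had 55.6 ± 2.14 CPM in root, 42.6 ± 6.47 in leaf, 20.6 ± 3.75 in stamen and 19.95 ± 2.61 in pistil. The difference of stamen and pistil did not pass with TMM (log2 fold change 0.05, adjusted p = 0.791 from edgeR), and pistil was higher with the total library size (log2 fold change of stamen over pistil -1.81, adjusted p = 2.88e-09). The lowest numbers of reads over the 4 tissues were those of CqRALF5, with 13 in leaf, 2 in root, 0 in stamen and 10 in pistil, CqRALF1, with 24, 15, 10 and 4, and CqRALF14, with 21, 21, 14 and 0 in the same order.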

Transcriptomic analysis showed that all these *CqRALF* genes were detected in all or either of the four tissues (Supplementary Table 8). Specifically, *CqRALF2* and *CqRALF17* were extremely highly expressed in stamen, and less expressed in pistil, but their transcripts were not detected at all in leaves and roots (Figure 4B and Supplementary Table 8). This expression pattern was reminiscent of their paralogs *AtRALF4* and *AtRALF19* in Arabidopsis (Ge et al., 2017), suggesting that these two *CqRALFs* may specifically participate in the regulation of reproduction process. 

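CqRALF2 and CqRALF17, small secreted peptides, were abundant in stamen, at a low level in pistil and all but unread in leaf and root. CqRALF2 (CqNL-6_007158, chromosome 4 from 9427853 to 9428697) had 2369 ± 179 CPM in stamen and 56.3 ± 15.4 in pistil (log2 fold change 5.40, standard error 0.22, adjusted p = 8.73e-12 from edgeR), and was not detectable at this depth in leaf and root, where its stamen level was at least 32866-fold and 49661-fold higher. CqRALF17 (CqNL-6_022438, chromosome 12 from 7855818 to 7856665) had 2452 ± 178 CPM in stamen and 54.0 ± 8.92 in pistil (log2 fold change 5.50, standard error 0.19, adjusted p = 9.94e-14 from edgeR), with 0 reads in leaf and 1 in root. With TMM pistil was at 2.38% of stamen for CqRALF2 and 2.20% for CqRALF17, within the interquartile range of 1.41% to 4.29% over the stamen genes without a read in leaf and root.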

*CqRALF6* and *CqRALF10* were highly expressed in pistil, but not expressed in stamen. 

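CqRALF6 and CqRALF10 were highest in pistil and next in leaf. CqRALF6 (CqNL-6_008749, chromosome 7 from 3309815 to 3310207) had 51.0 ± 0.914 CPM in pistil, 10.4 ± 0.657 in leaf and 2.85 ± 0.833 in root, and 2 reads in stamen. CqRALF10 (CqNL-6_011534, chromosome 15 from 51694123 to 51694515) had 50.7 ± 1.44 CPM in pistil, 16.5 ± 2.21 in leaf and 3.61 ± 0.835 in root, and 1 read in stamen. Pistil was above leaf by 4.90-fold for CqRALF6 (log2 fold change 2.29, standard error 0.15, adjusted p = 1.16e-10 from edgeR) and by 3.06-fold for CqRALF10 (log2 fold change 1.61, standard error 0.14, adjusted p = 1.11e-08 from edgeR).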

*CqRALF8* and *CqRALF12* were dominantly expressed in leaves and roots, and weakly expressed in stamens and pistils (Figure 4B and Supplementary Table 8). 

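CqRALF8 and CqRALF12 were highest in leaf. CqRALF8 (CqNL-6_047377, chromosome 15 from 63669342 to 63672572) had 91.7 ± 11.2 CPM in leaf, 12.7 ± 1.63 in root, 1.91 ± 0.482 in stamen and 1.04 ± 0.115 in pistil, with leaf 7.23-fold above root (log2 fold change 2.85, standard error 0.13, adjusted p = 6.51e-13 from edgeR) and root above stamen (log2 fold change 2.72, adjusted p = 9.69e-10 from edgeR). Stamen was above pistil with TMM (log2 fold change 0.87, adjusted p = 0.0111 from edgeR), which turned with the total library size (log2 fold change -0.98, adjusted p = 0.00322). CqRALF12 (CqNL-6_016276, chromosome 6 from 80706302 to 80709419) had 26.2 ± 2.45 CPM in leaf, 5.17 ± 0.348 in root, 4.62 ± 1.09 in stamen and 0.410 ± 0.162 in pistil, with leaf 5.06-fold above root (log2 fold change 2.34, standard error 0.16, adjusted p = 3.10e-10 from edgeR). Its difference between root and stamen did not pass with TMM (log2 fold change 0.16, adjusted p = 0.492 from edgeR), and root was higher with the total library size (log2 fold change 1.69, adjusted p = 6.49e-07).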

Interestingly, *CqRALF9* and *CqRALF18* were only expressed in roots, but not expressed in other tissues (Figure 4B and Supplementary Table 8), suggesting that they may play a pivotal role in the regulation of root development. These results indicated that, similar to the *RALFs* in other plant species, *RALFs* in quinoa also exhibited obvious tissue-specific expression patterns. 

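CqRALF9 and CqRALF18 were close to root-specific. CqRALF18 (CqNL-6_008333, chromosome 3 from 18851409 to 18851702) had 60.0 ± 16.6 CPM and 3737 reads in root and 0 reads in leaf, stamen and pistil, which makes root at least 833-fold, 396-fold and 1378-fold higher. CqRALF9 (CqNL-6_023729, chromosome 13 from 17765225 to 17765512) had 81.0 ± 25.6 CPM in root, 8 reads in leaf, 0 in stamen and 1 in pistil. Its root level was above its leaf level (log2 fold change 8.66, standard error 0.37, adjusted p = 2.10e-12 from edgeR). The spread between the root replicates was large for both genes, and each root replicate had at least 959 reads of each.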

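Of the 16 CqRALF loci, 9 were called highest in a single tissue: CqRALF8, CqRALF12 and CqRALF13 in leaf, CqRALF9 and CqRALF18 in root, CqRALF2 and CqRALF17 in stamen, and CqRALF6 and CqRALF10 in pistil. All 9 were also called with the total library size, which added CqRALF11 in pistil and CqRALF15/CqRALF16 in root. CqRALF13 rested on few reads, 64 in leaf, 4 in root, 0 in stamen and 7 in pistil (leaf over pistil: log2 fold change 3.83, standard error 0.53, adjusted p = 7.75e-06 from edgeR). CqRALF7 was higher in stamen than in pistil with TMM, at 6.47 ± 0.174 against 3.31 ± 0.645 CPM (log2 fold change 0.96, adjusted p = 0.00109 from edgeR), and lower with the total library size (log2 fold change -0.89, adjusted p = 0.00182). It was called highest in stamen with DESeq2 and without pistil replicate 3 (log2 fold change 1.12, adjusted p = 0.00101 from edgeR).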

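CqRALF3/CqRALF4, CqRALF12 and CqRALF8 fell in leaves after salt treatment, each by less than a halving of the level. Of 10 CqRALF loci with enough reads in leaves, 3 were down-regulated at an adjusted p under 0.05 from edgeR (2 adjusted over the list alone), none was up-regulated and 7 did not pass. At an unadjusted p under 0.05 from edgeR 3 were lower and 1 higher, and DESeq2 called 3 down-regulated and 0 up-regulated. Over all genes, 6652 of the 29201 tested were down-regulated at an adjusted p under 0.05 from edgeR. CqRALF3/CqRALF4 had 35.3 ± 5.51 CPM before and 18.9 ± 1.39 CPM after treatment (log2 fold change -0.90, standard error 0.15, adjusted p = 0.00109 from edgeR), and kept its call with the total library size (log2 fold change -0.65, adjusted p = 0.00608). CqRALF12 had 24 ± 2.16 CPM before and 15.7 ± 3.16 CPM after (log2 fold change -0.62, standard error 0.16, adjusted p = 0.0122 from edgeR), and lost its call with the total library size (adjusted p = 0.0755) and without leaf replicate 2 (adjusted p = 0.0565). CqRALF8 had 84.2 ± 9.74 CPM before and 56.4 ± 18.0 CPM after (log2 fold change -0.58, standard error 0.21, adjusted p = 0.0453 from edgeR), with an adjusted p of 0.0690 over the list alone and 0.186 with the total library size, and lost its call without leaf replicate 1, 2 or 3 (adjusted p = 0.0570, 0.144 and 0.117) or NaCl replicate 1 or 2 (adjusted p = 0.113 and 0.113, from edgeR). None of the 10 changed by a log2 fold change of at least 1 at an unadjusted p under 0.05, with edgeR or DESeq2. CqRALF13 and CqRALF1 had the largest other values (log2 fold change -1.01, standard error 0.48, adjusted p = 0.108 and log2 fold change 0.92, standard error 0.39, adjusted p = 0.0786 from edgeR), and CqRALF1 was up-regulated with the total library size (log2 fold change 1.17, adjusted p = 0.0302). Without NaCl replicate 2, CqRALF6 (adjusted p = 0.00824) and CqRALF10 (adjusted p = 0.00534 from edgeR) also passed as down-regulated, as did CqRALF15/CqRALF16 without leaf replicate 1 (adjusted p = 0.0476). CqRALF9 went from 8 to 36 reads, 30 of them in NaCl replicate 1, and was not tested.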

We also analyzed the expression of these *CqRALF* genes in response to salt stress, and none of them were significantly affected after salt treatment (fold change > 2, *p* value < 0.05) (Supplementary Table 9).

### CqRALF15 Is Physically Associated With CqFER and AtFER

AtRALFs are physically associated with At*Cr*RLK1L proteins in Arabidopsis (Stegmann et al., 2017; Zhao et al., 2018). To test whether this is also the case in quinoa, we chose CqRALF15, a CqRALF with the best hit after aligning AtRALF22 with quinoa genome, and analyze its interaction with CqFER. Split-LUC assay indicated that CqRALF15 interacts with the ectodomain of CqFER (CqFER^ecto^) (Figure 5A), which verified the formation of RALF-FER complex in plants. Besides, split-LUC assay indicated that AtRALF22 from Arabidopsis also interacts with CqFER^ecto^, and CqRALF15 interacts with AtFER^ecto^ (Figure 5A), indicating that RALFs and FER from quinoa and Arabidopsis are conserved in their physical interactions.

**FIGURE 5:**
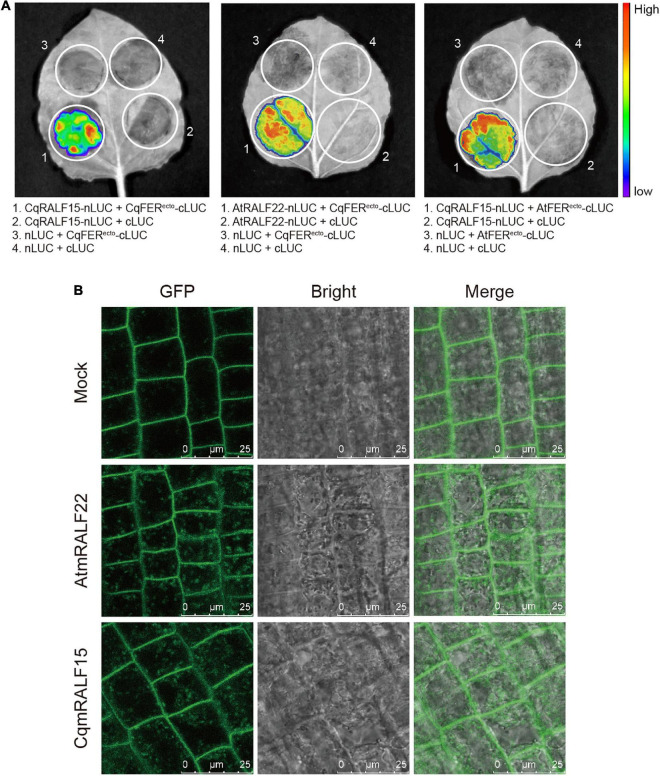
CqRALF15 interacts with both CqFER and AtFER. **(A)** Split luciferase complementation assays showing the interactions of CqRALF15 with the ectodomain of CqFER (CqFER^ecto^) and AtFER (AtFER^ecto^), as well as the interaction of AtRALF22 with CqFER^ecto^. Fluorescence was detected at 48 h after infiltration of the indicated constructs. **(B)** Analysis of the internalization of FER-GFP after mature RALF peptides treatment. Six-day-old seedlings were treated without or with 2 μM CqmRALF15 or AtmRALF22 for 1 h. Fluorescence in root cells were detected using confocal laser scanning microscopy. Bar = 25 μm.

Studies have shown that treatment of *AtFER-GFP* transgenic plants with exogenous mature AtRALFs triggers the internalization of AtFER that colocalizes with the endocytic tracer FM4-64 in Arabidopsis (Zhao et al., 2018; Yu et al., 2020). Here, to further clarify the functional conservation of RALFs in Arabidopsis and quinoa, we synthesized mature AtRALF22 (AtmRALF22) and mature CqRALF15 (CqmRALF15) peptides (Supplementary Table 10). Under normal conditions, AtFER-GFP fusion protein was dominantly localized at plasma membrane. Application of AtmRALF22, however, rapidly triggered the internalization of FER-GFP (Figure 5B). Similarly, treatment of seedlings with CqmRALF15 was also able to trigger the internalization of FER-GFP (Figure 5B), verifying that AtRALF22 and CqRALF15 are functionally conserved.

### CqmRALF15 and AtmRALF22 Inhibits Root Growth in Both Quinoa and Arabidopsis

RALFs are well characterized by their ability to inhibit root growth (Haruta et al., 2014), so we tested the influence of mature RALF peptides on the root growth of quinoa. Our results showed that both CqmRALF15 and AtmRALF22 inhibited root elongation in quinoa (Figures 6A,B). Notably, with a same concentration, CqmRALF15 had a more serious effect than AtmRALF22 on root growth inhibition in quinoa (Figures 6A,B). We also treated Arabidopsis seedlings with CqmRALF15 and AtmRALF22, and found that these two mature RALFs exhibited a comparable effect on root growth inhibition in Arabidopsis (Figures 6C,D). It is known that AtRALF1-mediated root growth inhibition depends on its receptor AtFER (Haruta et al., 2014). Here both CqmRALF15- and AtmRALF22-triggered root growth inhibition was abolished in *fer-4* mutant (Figures 6C,D), indicating that CqmRALF15 and AtmRALF22 exhibit a similar biological function via FER-mediated signaling pathways.

**FIGURE 6:**
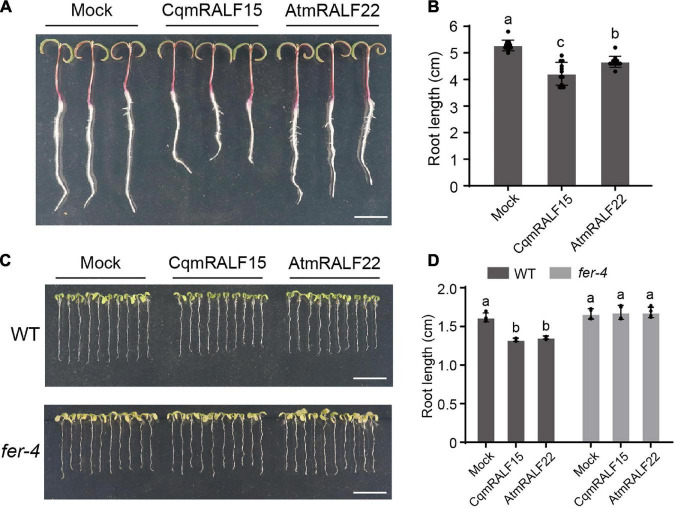
CqmRALF15 and AtmRALF22 inhibit the root growth of both quinoa and Arabidopsis. **(A)** Two-day-old seedlings of quinoa NL-6 treated with 2 μM CqmRALF15 or AtmRALF22. The picture was photographed after treatment for 3 days. Bar = 1 cm. **(B)** Measurement of the root length of quinoa seedlings shown in panel **(A)**. Values are the means ± SD (*n* = 12 seedlings). Different letters indicate statistically significant differences (*p* < 0.01, one-way ANOVA). **(C)** Arabidopsis wild type seedlings treated with CqmRALF15 or AtmRALF22. Five-day-old wild type and *fer-4* seedlings grown in liquid medium overnight were treated with 2 μM CqmRALF15 or AtmRALF22. After treatment for 6 days, the seedlings were placed on solid MS medium for photograph. Bar = 1 cm. **(D)** Quantification of the root length of seedlings shown in panel **(C)**. Values are the means of four independent replicates ± SD (n = 10–15 for each replicate). Different letters indicate statistically significant differences (*p* < 0.01, one-way ANOVA).

### Overexpression of *CqRALF15* in Arabidopsis Leads to Leaf Bleaching Phenotype Under High Salinity

In Arabidopsis, FER was shown to be involved in salt tolerance (Feng et al., 2018; Zhao et al., 2018), so we were interested in elucidating whether CqFER in quinoa is also required for salt tolerance. Because genetic transformation in quinoa is still technically challenging, we attempted to transform *CqFER* construct to *fer-4* mutant in Arabidopsis and test whether *CqFER* can complement the leaf bleaching phenotype of *fer-4* mutant under salt stress. However, we failed to generate *CqFER* transgenic construct, because this construct was unstable in *Escherichia coli* strain DH5α grown under different growth conditions. More than 12 independent strain clones were selected for plasmid isolation and Sanger sequencing, but only *CqFER* constructs with missense/non-sense mutations or truncated fragments were obtained. We speculated that the instability of *CqFER* construct is because of the constitutive kinase activity of CqFER, which may be detrimental to *E. coli*. This assumption was supported by the fact that correct FER construct was successfully obtained when K551, an ATP binding residue that is essential for the kinase activity of CqFER, was substituted with alanine.

Similar to *fer-4* mutant, Arabidopsis plants overexpressing *RALF22* or *RALF23* exhibit leaf bleaching phenotype under salt stress (Zhao et al., 2018). We then generated *CqRALF15* construct driven by 35S promoter and transformed this construct to wild type Arabidopsis plants. qRT-PCR analysis showed that *CqRALF15* was highly expressed in the transgenic plants (Figure 7A). Phenotype analysis showed that overexpression of *CqRALF15* in Arabidopsis results in enhanced leaf bleaching phenotype under high salinity (Figures 7B,C), indicating that *CqRALF15* in quinoa also participates in the regulation of salt tolerance. In addition, it has been reported that Arabidopsis plants overexpressing *AtRALF22* or *AtRALF23* exhibit dwarf phenotype, which is caused by the over-activation of JA signaling pathway (Guo et al., 2018; Zhao et al., 2021). Here, *CqRALF15*-overexpressing plants exhibited a smaller plant size and higher expression levels of JA-responsive genes, such as *PDF1.2*, *PDF1.3*, and *CYP71A20*, than the wild type plants (Figures 7D,E), suggesting that *CqRALF15* is also involved in the regulation of plant growth and JA signaling pathway.

**FIGURE 7:**
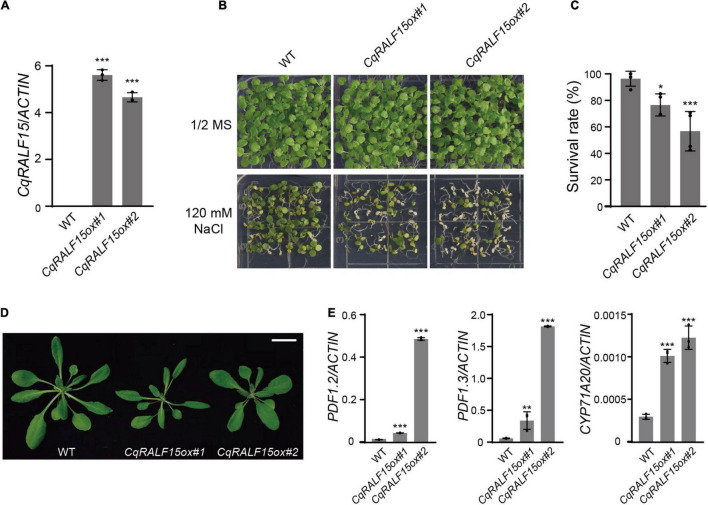
Arabidopsis transgenic plants overexpressing *CqRALF22* exhibit enhanced leaf bleaching under salt stress. **(A)** qRT-PCR analysis of *CqRALF22* transcript level in *CqRALF22* transgenic plants in Arabidopsis. *ACTIN* gene was used as an internal control. Values are the means ± SD of three biological replicates. Asterisks indicate statistically significant differences (***p < 0.001, Student’s *t*-est). **(B)** Phenotype of 12-day-old seedlings grown on 1/2 MS medium supplemented without or with NaCl (120 mM). **(C)** Survival rate of seedlings grown on NaCl medium (120 mM). The seedlings with full leaf bleaching were considered as dead plants. Values are the means ± SD of four biological replicates (*n* = 42 seedlings). Asterisks indicate statistically significant differences (*p < 0.05, ***p < 0.001, Student’s *t*-test). **(D)** Phenotype of each genotype grown in soil for 25 days. Bar = 2 cm. **(E)** Analysis of the expression of *PDF1.2*, *PDF1.3*, and *CYP71A20* genes in *CqRALF22*-overexpressing plants. Values are the means ± SD of three biological replicates. Asterisks indicate statistically significant differences (**p < 0.01, ***p < 0.001, Student’s *t*-test).

## Discussion

With increasing efforts on the study of *CrRLK1L* and *RALF* family genes, the importance of these genes in the regulation of plant development and stress responses has been highlighted in the past decade. Therefore, identification and characterization of *CrRLK1L* and *RALF* family genes in different plant species will advance our understanding of the roles of *CrRLK1L* and *RALF* genes at both evolutionary and plant species-specific levels. In this study, we performed a genome-wide analysis for *CrRLK1L* and *RALF* family genes in quinoa and identified 26 *CqCrRLK1L* and 18 *CqRALF* genes, respectively. The number of *CrRLK1L* genes in quinoa is more than that in Arabidopsis, which is because of the allotetraploid property of quinoa that contains duplicated genes originating from two ancestors. Compared with approximately 37 *RALF* genes in Arabidopsis (Abarca et al., 2021), the amount of *RALF* genes in quinoa is much less, which could be due to evolutionary divergence or different terrestrial habitats. Because current quinoa genome assembly and annotations have not been fully completed yet, we still cannot exclude the possibility that some *CqRALF* genes were missing in our analysis.

*Cr*RLK1L family proteins share similar protein structural domains, but different family members exhibit distinct biological functions, which is to some extent caused by the tissue-specific expression patterns of these *CrRLK1L* genes (Franck and Westermann, 2018). One of the best examples in Arabidopsis is that *AtBUPS1* and *AtBUPS2* are specifically expressed in pollen tube and they are required for pollen tube elongation (Ge et al., 2017). In quinoa, *CqBUPS1/2* was dominantly expressed in stamen, suggesting that *CqBUPS1/2* probably also contribute to the regulation of pollen tube growth in quinoa. Currently, FER is considered as one of the most important *Cr*RLK1L family proteins, because it participates in multiple biological processes, including cell expansion, root hair growth, fertility, plant immunity, and abiotic stress response (Duan et al., 2010; Haruta et al., 2014; Stegmann et al., 2017; Zhao et al., 2018; Huang et al., 2020; Ortiz-Morea et al., 2020; Zhong et al., 2022). These biological functions coincide with the ubiquitous expression of *AtFER* in leaf, primary root, root hair, and ovule in Arabidopsis (Franck and Westermann, 2018). RNA-seq data showed that *CqFER* was also highly expressed in leaf, root, and pistil in quinoa, indicating that *CqFER* probably exhibits similar biological functions as *AtFER*. Together, these results not only elucidate the tissue-specific expression patterns of *CrRLK1L* family members in quinoa, but also reveal that the expression patterns of *CrRLK1L* genes are conserved in different plant species. Similarly, *RALF* genes in quinoa also exhibited an obvious tissue-specific expression pattern, suggesting that different *CqRALFs* may execute distinct biological functions depending on the tissues they are expressed. For those *CqRALF* genes that are specifically expressed in reproductive tissues or in roots, their roles in fertility and root development merits further investigations. Besides, which Cq*Cr*RLK1Ls and CqRALFs are coupled in quinoa to regulate a specific physiological process requires further exploration.

Transcriptome profiling indicated that the transcript levels of *FER*, *THE1*, and *HERK1*, which are required for salt tolerance in plants (Zhao et al., 2018; Gigli-Bisceglia et al., 2020), are not significantly up-regulated after salt treatment in both quinoa and Arabidopsis (Zhao et al., 2021), suggesting that these three proteins may undergo posttranslational modifications in response to salt stress. It has been reported that ABA, a major phytohormone responsive to abiotic stress, can trigger the phosphorylation of FER (Chen et al., 2016). Therefore, whether these three *Cr*RLK1L proteins undergo phosphorylation modifications upon exposure to salt stress needs to be addressed in future. Interestingly, RNA-seq data revealed that the expression of three phylogenetically clustered *CqCrRLK1L* genes in quinoa was highly up-regulated after salt treatment, indicating that partial *CqCrRLK1L* genes are transcriptionally regulated in response to salt stress. Because the close paralogs of these three *CqCrRLK1L* genes do not exist in Arabidopsis, it will be quite interesting to investigate whether they uniquely evolved in quinoa and confer quinoa to tolerate high concentration of salts.

*RALFs* are identified in a wide range of land plants but not in charophytes, while *CrRLK1Ls* are found in both land plants and charophytes, suggesting that *RALFs* probably emerged later than *CrRLK1Ls* during evolution (Zhu et al., 2021). Evolutionary study indicates that *RALFs* experienced rapid expansion after separation of eudicot and monocot species, and the number of *RALFs* varies greatly among different plant species, implying that *RALFs* appeared accompanied by plant adaptation to different terrestrial habitats (Cao and Shi, 2012). Although the number of *RALFs* in quinoa is less than that in Arabidopsis, *CqRALF15* and its Arabidopsis paralog AtRALF22 exhibited similar functions, as both of them interacted with FER protein and triggered the internalization of AtFER. Besides, in analogy to mature *AtRALF22*, application of mature *CqRALF15* inhibited the root growth of both quinoa and Arabidopsis. These results suggest that RALF paralogs in quinoa and Arabidopsis are functionally conserved. In Arabidopsis, overexpression of *AtRALF22* or *AtRALF23* leads to pronounced leaf bleaching under salt stress (Zhao et al., 2018), and here the Arabidopsis plants overexpressing *CqRALF15* also exhibited enhanced leaf bleaching under salt stress, indicating that *CqRALF15* processes a similar function as *AtRALF22*/*23* in the regulation of salt tolerance. In future, whether other *CqRALFs* also participate in salt stress response needs to be further studied.

Quinoa is a natural halophyte, and the mechanisms underlying its salt tolerance have gained increasing attention, but to date salt tolerance mechanisms in quinoa still lack molecular insights. Elucidation of the roles of Cq*Cr*RLK1Ls and CqRALFs in the regulation of salt tolerance will guide us to take a close view of the functional specificity of Cq*Cr*RLK1Ls and CqRALFs in quinoa and lay a foundation for mechanical insights of salt tolerance in quinoa. EBCs are the typical feature that confers salt tolerance in quinoa. In future, the expression of *CqCrRLK1Ls* and *CqRALFs* in EBCs after salt treatment needs to be investigated, especially for those genes that are required for the regulation of salt stress response.

## Data Availability Statement

The datasets presented in this study can be found in online repositories. The RNA-seq data have been deposited in the NCBI GEO under accession number: GSE198572.

## Author Contributions

WJ, CL, and CZ contributed to conception and design of the study. WJ and CL performed the most of experiments. YLL and ZW assisted the growth of quinoa. LL and HZ conducted genome assembly and annotation of quinoa NL-6. FYu, FYi, and JZ provided quinoa materials. HZ and J-KZ participated in scientific discussions. YL and CZ supervised the research. CZ wrote the manuscript with the contributions of WJ and CL. All authors contributed to the article and approved the submitted version.

## Conflict of Interest

FYu was employed by Agricultural Technology Center of Bright Rice (group) Co., Ltd., Shanghai, China and FYi and JZ were employed by The Bright Seed Industry Company, Shanghai, China. The remaining authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

## Publisher’s Note

All claims expressed in this article are solely those of the authors and do not necessarily represent those of their affiliated organizations, or those of the publisher, the editors and the reviewers. Any product that may be evaluated in this article, or claim that may be made by its manufacturer, is not guaranteed or endorsed by the publisher.

## Footnotes

1
http://www.arabidopsis.org

2
http://pfam.xfam.org

3
http://smart.embl-heidelberg.de

4
http://mg2c.iask.in/mg2c_v2.1/

5
https://digitalinsights.qiagen.com/products/clc-sequence-viewer-direct-download/

## Supplementary Material

Supplementary Figure 1 Protein structural analysis of Cq*Cr*RLK1L proteins. Predicted domains in each Cq*Cr*RLK1L protein are shown. Signal peptide, malectin-like domain, transmembrane domain, and kinase domain are marked as dark green, green, yellow, and red, respectively.

Supplementary Figure 2 Protein structural analysis of CqRALF peptides. The full-length amino acids of all 18 CqRALF peptides were aligned, and the motifs RRXL, YISY, and four conserved cysteines are indicated.

# Supplementary material for: Genome-Wide Analysis of CqCrRLK1L and CqRALF Gene Families in Chenopodium quinoa and Their Roles in Salt Stress Response
**Source:** Front Plant Sci. 2022 Jul 7;13:918594. doi: 10.3389/fpls.2022.918594
**Supplement:** Supplementary file 10

**Supplementary Table 10. Peptide sequences used in this study.**

| **Peptide name** | **Sequence** |
| --- | --- |
| AtmRALF22 | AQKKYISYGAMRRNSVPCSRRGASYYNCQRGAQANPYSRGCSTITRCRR |
| CqmRALF15 | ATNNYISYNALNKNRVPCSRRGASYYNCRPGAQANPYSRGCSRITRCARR |

# Supplementary material for: Genome-Wide Analysis of CqCrRLK1L and CqRALF Gene Families in Chenopodium quinoa and Their Roles in Salt Stress Response
**Source:** Front Plant Sci. 2022 Jul 7;13:918594. doi: 10.3389/fpls.2022.918594
**Supplement:** Supplementary file 11

**Supplementary Table 11. Primers used in this study.**

| **Primer name** | **Sequence** | **Usage** |
| --- | --- | --- |
| fer-4 LP | GGAAAATGAGAGAACAGAGAACAA | Genotyping |
| fer-4 RP | CTTCTGTGAGTTCCTTGTCTCTCTC | Genotyping |
| LBa (GABI) | ATATTGACCATCATACTCATTGC | Genotyping |
| PDF1.3 RT-LP | CTAAGTCTGCTGCCATCATCACT | Quantitative real-time PCR |
| PDF1.3 RT-RP | ATGTTTTGCCCCCTCAAGGT | Quantitative real-time PCR |
| ACTIN RT-LP | ATGACTCAGATCATGTTTGAGACC | Quantitative real-time PCR |
| ACTIN RT-RP | TCAGTAAGGTCACGACCAGCAA | Quantitative real-time PCR |
| CqCrRLK1L5 RT-LP | GGTGGGGGTCAAATCACCAT | Quantitative real-time PCR |
| CqCrRLK1L5 RT-RP | GATTGTCGAGGTTGGTGGGT | Quantitative real-time PCR |
| CqCrRLK1L7 RT-LP | CCTGCGGTATCTCCAAGTCC | Quantitative real-time PCR |
| CqCrRLK1L7 RT-RP | GCGGTGGTGAAATAAAGGCG | Quantitative real-time PCR |
| CqCrRLK1L9 RT-LP | GGGAGTGCAGGGTACCTAGA | Quantitative real-time PCR |
| CqCrRLK1L9 RT-RP | TGGCCCATGAGATTTGGGTC | Quantitative real-time PCR |
| CqRALF15 RT-LP | TGGGGTTATTCGGAAGTGGAT | Quantitative real-time PCR |
| CqRALF15 RT-RP | ATACGACTGCAACCACGAGA | Quantitative real-time PCR |
| CqEF1a RT-LP | CAATGGTATGGCTGAGGGTCC | Quantitative real-time PCR |
| CqEF1a RT-RP | CAGGTAGCATCCACTTCTCAGG | Quantitative real-time PCR |
| pDONR207-AtRALF22 LP | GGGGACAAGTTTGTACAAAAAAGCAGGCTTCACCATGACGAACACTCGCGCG | Plasmid construction for split-LUC assay |
| pDONR207-AtRALF22 RP | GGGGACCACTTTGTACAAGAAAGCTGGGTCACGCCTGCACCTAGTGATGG | Plasmid construction for split-LUC assay |
| pDONR207-ectoAtFER LP | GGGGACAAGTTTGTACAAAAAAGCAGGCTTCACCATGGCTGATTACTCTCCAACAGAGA | Plasmid construction for split-LUC assay |
| pDONR207-ectoAtFER RP | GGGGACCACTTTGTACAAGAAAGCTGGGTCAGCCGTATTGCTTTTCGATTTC | Plasmid construction for split-LUC assay |
| pDONR207-CqRALF15 LP | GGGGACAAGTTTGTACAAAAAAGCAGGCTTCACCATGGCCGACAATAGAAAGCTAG | Plasmid construction for split-LUC assay and transgenic plants |
| pDONR207-CqRALF15 RP | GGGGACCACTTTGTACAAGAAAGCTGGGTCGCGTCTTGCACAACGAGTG | Plasmid construction for split-LUC assay and transgenic plants |
| pDONR207-ectoCqFER LP | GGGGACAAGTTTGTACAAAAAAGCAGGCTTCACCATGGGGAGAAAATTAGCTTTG | Plasmid construction for split-LUC assay |
| pDONR207-ectoCqFER RP | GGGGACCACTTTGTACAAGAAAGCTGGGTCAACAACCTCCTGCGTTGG | Plasmid construction for split-LUC assay |

How the deposited data were processed for this re-analysis (not part of the article)

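RNA was sequenced from leaf, root, stamen and pistil of quinoa NL-6 and from leaves of seedlings treated with 400 mM NaCl for 8 h, with 3 replicates per group and 15 libraries in all. Each replicate pooled several seedlings, roots, stamens or pistils. Each library was given its group and replicate number from the sample labels and the paper, and no column of the deposited table was left without a sample. The authors cleaned the reads, aligned them to the NL-6 genome with HISAT2 (version 2.1.0 in the submitters' processing notes) and counted reads per gene with HTSeq, and the deposited table holds these counts as whole numbers that were not normalized. The authors also converted the counts into FPKM, with the gene length and the total count of each library, and the deposited FPKM values are in the same table. The version and strand setting of HTSeq, and the treatment of reads with several matches, are not given in the sources used here. The 774 FPKM values of the 2 gene families in the paper's supplementary tables and in the table used here were compared, and differed by at most 0.00392.

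All tests used the counts. They covered genes that passed edgeR's read filter, 29201 of 58522 genes for salt and 35954 for the tissues. Counts were scaled by TMM and tested with edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and the salt test used the 6 leaf libraries alone, the tissue test the 12 untreated libraries. A gene passed at an adjusted p under 0.05, and was called highest in a tissue when it passed against each other tissue with a log2 fold change of at least 1. A gene counted as expressed with at least 1 read in all 3 replicates of a tissue. The balance of each homoeologous pair was tested with an exact permutation test of the log2 ratio of counts with 0.5 added. Lists of genes were made by search words on the gene titles, which come from matches to other species, and were tested with camera at a preset correlation of 0.01, and also with an estimated correlation and with fry. Of the genes, 14268 (24.4%) had an informative title. Of the NL-6 gene identifiers, 0 matched the reference gene table, which is of another quinoa assembly, so names come from the deposited titles and the paper's tables, and coordinates from the deposited table. Tools were edgeR 4.0.16, limma 3.58.1 (camera and fry), DESeq2 1.42.0, R 4.3.3, Python 3.11.15, pandas 2.3.3, numpy 2.4.6 and scipy 1.17.1.

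The tests, the alternatives and the rule for named genes were set before the data were examined, except where the text says otherwise. Named were every CqCrRLK1L and CqRALF gene, whose FPKM values in the paper's tables had been seen. For salt, named genes were the 8 titled genes with the largest rise and the 8 with the largest fall in log2 fold change among those that passed, had a mean log2 CPM of at least 5 and did not overlap between groups, and the 2 members with the smallest p of each list that passed. For each tissue they were the 3 titled genes of at least 100 CPM called highest there whose smallest log2 fold change against another tissue was the largest. Genes that share a title were reported once, by the first. Among 43 lists, 11 were given words to exclude and 7 were renamed to what their members are after the titles were read, before any expression result was seen. The minimum of 5 tested members for a list test was chosen after the sizes of the lists were seen. The stamen gene set with at least 10 CPM was added after the data were seen.

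Counted reads per library ranged from 12499775 in stamen to 17019602 in leaf. No pair of replicates held identical values. Within groups, the counts differed by more than the sampling noise in every pair (chi-square per gene 3.97 to 21.9), most among the NaCl replicates (14.2 to 21.9), and Spearman's rho across genes was 0.959 to 0.984. The tests were run on simulated counts with 200 changed genes, drawn with the library sizes and spread of the real libraries. Apart from the changed genes, each gene had the same mean in all groups, taken from the groups other than the tested one. The simulation thus lacks the broad differences between groups that move the scaling in the real data. For NaCl-treated against untreated leaves, over 28099 genes, 61 of 100 genes changed 2-fold and 89 of 100 changed 4-fold were recovered, with 16 false calls. For stamen against the mean of the other tissues, over 34255 genes, these numbers were 76 of 100 and 90 of 100, with 15 false calls. The pairwise rule for a gene highest in a tissue was not simulated. Alternatives were DESeq2's size factors and its Wald test, upper quartile scaling, the total library size, no read filter, all 15 libraries in the salt fit, the replicate number as a block, each replicate left out in turn, other minimums of reads and folds, and thinned libraries. The qRT-PCR measurements of the paper were not analysed here.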

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

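The restriction of stamen genes to at least 10 CPM, on which the tests of the sources of stamen reads in pistil rest, was chosen only after the data had been seen, and the bounds of these tests before their results were. Genes of the stamen were read at a low level in the pistil libraries. The 1160 stamen genes without a read in leaf and root had a median pistil level of 2.34% of the stamen level with TMM (interquartile range 1.41% to 4.29%) and 8.47% with the total library size, and with TMM CqANX1/2, CqBUPS1/2, CqRALF2 and CqRALF17 had a median of 2.29%. Whole stamen tissue in the pistil samples would give all genes a like ratio, and no gene a lower one. Genes with a far lower ratio, given below, thus limit how much of this it can account for. The test took the 364 stamen genes without a read in leaf and root and with at least 10 CPM in stamen. Of them, 12 (3.30%, under the 10% set as the bound) had a ratio of less than 1 part in 3 of the family median of 2.29%. The bound counts genes and does not measure the share that whole stamen tissue supplied. Non-specific lipid-transfer protein 1, with 1139 CPM in stamen and 2.31 CPM in pistil, was among these 12, while the 20 most abundant had 1.93% to 3.00%. GLUTAMINE DUMPER 3 (333 and 0.184 CPM) and CYP76AD4 (111 and 0.0599 CPM) were also far lower in pistil. They were outside this set for a few reads in leaf or root, and all 3 were named for their large difference between tissues. Pollen RNA in the pistil samples was not told apart from whole stamen tissue by the pollen-titled genes. Of only 3 pollen-titled genes of this kind, 0 had a ratio of less than 1 part in 3 of that median, which either source would give. A single source that varies between pistil libraries stays open too, since pistil replicate 1 was the highest for 72.6% of genes, between the bounds of 50% and 80%. Expression of these genes in the pistil itself also stays open and was not tested.

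The balance between homoeologous copies differed between tissues for BUPS1/2 (exact permutation test, adjusted p = 0.000455), HERK1/ANJ (adjusted p = 0.0108), THE1 (adjusted p = 0.0108) and CVY1 (adjusted p = 0.0189), with tissue means of the ratio that spanned 7.41, 0.85, 1.26 and 0.96 on the log2 scale. The span of BUPS1/2 is set by the 0.5 added in leaf, where CqCrRLK1L25 had 0 reads, and was 3.28 with 5 added to each count. Outside the families that the paper studies, phosphoethanolamine N-methyltransferase (CqNL-6_017786) rose in all 3 NaCl replicates by a log2 fold change of 4.53 (adjusted p = 2.28e-05 from edgeR). Choline monooxygenase (CqNL-6_054275) rose in all 3 NaCl replicates by a log2 fold change of 4.21 (adjusted p = 5.38e-06 from edgeR).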

How the results depend on the processing

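The salt lists without the later exclusions, and the stamen genes with at least 10 CPM, were tests chosen only after the result was seen. Single salt results of family and named genes kept their direction and side of the threshold in 794 of 832 comparisons. Of the rest, 10 turned, 8 were lost and 20 gained. Tissue results, 1 contrast per gene between its highest and second tissue, did so in 749 of 782. Of the rest, 4 turned, 21 were lost and 8 gained. Named genes were chosen in these data for large changes or a small p, which favours a kept call. The 37 named salt genes kept theirs in every setting. The lists that passed kept their result in 119 of 132 comparisons and homoeologous pairs in 102 of 105. The pairs include CqANX1/2 and CqCAP1, whose exact permutation test cannot give a p below 0.1, so that their calls could not change. With a log2 fold change of at least 1, 3059 genes were up-regulated and 3096 down-regulated by salt. With the total library size, 4836 were up and 2082 down at the paper's thresholds, 7 CqCrRLK1L loci were up (also 7 with all 15 libraries), 1 CqRALF locus was up and 1 down, and the log2 fold changes of CqCrRLK1L11, CqCrRLK1L15 and CqCrRLK1L24 turned to 0.20, 0.21 and 0.080. With single libraries left out, 5444 to 6765 genes were up and 5354 to 6753 down, the up-regulated CqCrRLK1L loci were 4 to 10 (the most without NaCl replicate 1) and the down-regulated CqRALF loci 1 to 4 (the fewest without leaf replicate 2), and the log2 fold changes ranged over -0.051 to 0.84 for CqCrRLK1L1, -0.29 to 0.25 for CqCrRLK1L11, -0.018 to 0.30 for CqCrRLK1L14, -0.20 to 0.16 for CqCrRLK1L15, -0.47 to 0.11 for CqCrRLK1L24 and -0.16 to 0.35 for CqRALF11. Of the salt lists, 0 passed with an estimated correlation, 20 with fry, 11 without the later exclusions, 12 with the total library size, 13 with the replicate block and 10 to 14 with single libraries left out, which counts lists gained, against 11 in the main test; of the 64 tissue list tests, 25 passed and 2 with an estimated correlation. Where the other tissues only missed 1 read in all 3 replicates, 462, 1935, 901 and 1098 genes were specific to leaf, root, stamen and pistil, and with at least 10 reads 31, 410, 8 and 59, which follows from how the settings are built. Genes highest in leaf and pistil numbered 6002 and 4230 without a minimum fold, and those in stamen and pistil 3286 and 5999 with the total library size. Among the contrasts of highest and second tissue, that scaling also turned leaf against pistil for CqCrRLK1L5 (-0.24), leaf against root for CqCrRLK1L11 (-0.44) and stamen against pistil for CqCrRLK1L17/CqCrRLK1L18 (-1.59) and CqRALF7 (-0.89). Other contrasts that passed with TMM and turned, such as leaf against pistil for both CqFER copies, are named with the levels. The pistil level of stamen genes was 6.10% for genes highest in stamen at 100 CPM or more, 8.47% with the total library size, 1.67% to 2.57% (interquartile range) with at least 10 CPM, and 2.61%, 1.71% and 1.63% in pistil replicates 1, 2 and 3. Apart from what the settings themselves fix, the cause was not tested. With the replicate number as a block, 6366 genes were up and 6132 down by salt, and 119 of 121 single results kept their call, all but CqCrRLK1L10 under salt (adjusted p = 0.0334 from edgeR) and CqRALF11 between pistil and leaf (adjusted p = 0.0622). The deviations of samples with the same number correlated across genes at -0.12, 0.023 and -0.012 for salt, no leaf sample correlated best with the NaCl sample of its own number, and the numbers were not taken as pairs. Depth limits the genes with few reads, such as CqCrRLK1L9 in untreated leaves and CqRALF13.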

Differences from the paper's values

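All settings named in this part were set before the data were examined. The number of genes specific to a tissue was 99 in leaf against the paper's 462, 702 in root against the paper's 1935, 179 in stamen against the paper's 901 and 264 in pistil against the paper's 1098, where 0 reads were required in every library of the other tissues. When the other tissues only had to miss 1 read in all 3 replicates, the numbers were equal to the paper's in all 4 tissues. They differed from the paper's by over 1.5 times with at least 10 reads (31, 410, 8 and 59 in leaf, root, stamen and pistil), with thinned libraries (89, 692, 174 and 281) and with any 1 of the 12 libraries left out (103 to 127, 715 to 774, 182 to 268 and 273 to 345).

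The union of genes read in the 4 tissues was 40382, where the paper gives 40456, while the numbers per tissue were equal. At the paper's thresholds for salt, edgeR gave 3159 up-regulated and 3204 down-regulated genes and DESeq2 3554 and 3437, where the paper gives 2772 and 3096 from DESeq. With an adjusted p under 0.05 in place of the unadjusted one, edgeR gave 3059 and 3096. The paper counts 21 CqCrRLK1L genes as increased after salt treatment, and 18 gene names (17 loci) were higher with TMM and 22 names (21 loci) with the total library size. The paper gives a rise of CqCrRLK1L9 of over 30-fold, and the fitted value was 28.1-fold (log2 fold change 4.81), 4.95 on the log2 scale with DESeq2 and 5.05 with the total library size. The paper's tables of salt folds give untreated over treated leaves, the reverse of the direction used here. With the 3 reads of CqCrRLK1L9 in untreated leaves, the ratio of reads per TMM-scaled library size was 31.4 (exact 95% counting interval 10.5 to 155).

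The paper places CqCrRLK1L17 and CqCrRLK1L18 mainly in pistil, and their gene had 30.8 CPM in stamen and 25.6 in pistil with TMM, while pistil was higher in the deposited FPKM and with the total library size (log2 fold change of stamen over pistil -1.59). The paper states that CqTHE1, CqCrRLK1L14 and CqCrRLK1L26 are even between leaf, root and pistil; CqCrRLK1L11 passed no test between these with TMM, while CqCrRLK1L20, CqCrRLK1L14 and CqCrRLK1L26 were called highest in leaf, which none was with the total library size, nor CqCrRLK1L14 without leaf replicate 3. The paper describes CqFER, CqANX1/2, CqBUPS1/2, CqHERK1, CqCAP1, CqCVY1 and CqTHE1 as pairs of very similar patterns; the copies of each pair had their highest mean in the same tissue with TMM, those of CqTHE1 did not with the total library size or in the deposited FPKM (CqCrRLK1L11 in pistil, CqCrRLK1L20 in leaf), and the balance of 4 of 7 pairs differed between tissues. The paper states no transcripts of CqRALF17 in roots, where 1 read was counted, of CqRALF6 and CqRALF10 in stamen, where 2 and 1 reads were counted, and of CqRALF9 outside roots, where 8 reads were counted in leaf and 1 in pistil. The paper's table of the salt response exchanges the identifiers of CqRALF7 and CqRALF8 relative to its table of the family, and its first table gives CqCrRLK1L4 the identifier that a later one gives to CqCrRLK1L3; CqCrRLK1L4 follows that later table here, and CqRALF7 and CqRALF8 follow the table of the family.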

Other observations

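The tests by other splits of the libraries were chosen only after the result was seen. Further gene groups had members that passed after salt treatment, clock genes and ABA receptors apart, and none of the lists tested here passed as a group with camera. Of the stress regulators, NAC factors had 9 up and 1 down of 19 (9 and 1 adjusted over the list alone; adjusted p = 0.0929), from edgeR for genes and camera for the list, in which order the other lists follow. ERF/AP2 factors had 6 and 4 of 22 (6 and 4; adjusted p = 0.630), PP2C phosphatases 6 and 5 of 24 (6 and 5; adjusted p = 0.630), jasmonate synthesis and JAZ genes 4 and 4 of 14 (4 and 4; adjusted p = 0.630) and heat shock proteins and their factors 14 and 9 of 43 (14 and 10; adjusted p = 0.456). Cysteine-rich and wall-associated receptor kinases had 12 and 6 of 27 (12 and 6; adjusted p = 0.0692), peroxide and superoxide scavenging enzymes 5 and 1 of 11 (5 and 1; adjusted p = 0.274) and trehalose phosphate synthases and phosphatases 4 and 1 of 8 (5 and 2; adjusted p = 0.376). Among wall and growth genes, these numbers were 7 and 12 of 34 (7 and 12; adjusted p = 0.0692) for pectinesterases, polygalacturonases and pectate lyases, 4 and 1 of 9 (4 and 1; adjusted p = 0.309) for cellulose synthases, 4 and 0 of 11 (4 and 0; adjusted p = 0.294) for extensins, LRX and arabinogalactan proteins and 0 and 2 of 6 (0 and 2; adjusted p = 0.113) for expansins. They were 3 and 3 of 19 (3 and 3; adjusted p = 0.903) for auxin-responsive genes, 2 and 1 of 7 (2 and 1; adjusted p = 0.471) for gibberellin genes and 0 and 4 of 9 (0 and 4; adjusted p = 0.0869) for cyclins and replication licensing. Among transporters, they were 7 and 3 of 21 (9 and 5; adjusted p = 0.630) for proton pumps, 0 and 2 of 9 (0 and 2; adjusted p = 0.320) for aquaporins and 5 and 2 of 17 (5 and 2; adjusted p = 0.577) for sugar transporters, and clock genes had 0 and 0 of 6 (0 and 0; adjusted p = 0.981). Where one of these numbers was 0, an unadjusted p under 0.05 from edgeR gave 5 and 0 for extensins, 0 and 2 for expansins, 0 and 5 for cyclins, 1 and 4 for aquaporins and 0 and 0 for clock genes, and DESeq2 gave 4 and 0, 0 and 2, 0 and 4, 0 and 2 and 0 and 0. Lists under 5 tested members were not tested as groups: dehydrins and LEA proteins had 2 and 0 of 2 (2 and 0), xyloglucan endotransglucosylases 2 and 2 of 4 (2 and 2), ABA synthesis and breakdown 1 and 2 of 4 (1 and 2), ABA receptors 0 and 0 of 1 (0 and 1), chlorophyll synthesis 0 and 1 of 2 (0 and 1) and kinases titled FERONIA 2 and 0 of 3 (2 and 0). At an unadjusted p under 0.05 from edgeR these small lists had 2 and 0, 2 and 2, 1 and 2, 0 and 1, 0 and 1 and 2 and 0 in the same order, and with DESeq2 2 and 0, 2 and 2, 1 and 2, 0 and 0, 0 and 1 and 2 and 0.

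Gene lists of protein synthesis and cell division differed between tissues with camera's preset correlation, and did not pass with an estimated one. Cytosolic ribosomal proteins were lower in stamen than in the other tissues as a list (adjusted p = 3.34e-26 from camera, and adjusted p = 0.310 with an estimated correlation), and cyclins and replication licensing genes were higher in pistil (adjusted p = 2.45e-05 from camera, and adjusted p = 0.0522 with an estimated correlation), where 3 of 9 were called highest (3 when adjusted over the list alone). Heat shock proteins and their factors passed in no tissue (adjusted p = 0.0658 at the lowest, in root, from camera), with 13 of 63 highest in root. Among the named genes of single tissues, pathogenesis-related protein (CqNL-6_030904) had 799 ± 80.4 CPM in root and 7, 2 and 10 reads in leaf, stamen and pistil, and cornifin-A (CqNL-6_022749) 348 ± 94.3 CPM in root and 1, 1 and 3 reads. In stamen, CYP76AD4 (CqNL-6_010972) had 111 ± 9.49 CPM, and 4 reads in leaf, 0 in root and 4 in pistil. Kunitz-type trypsin inhibitor (CqNL-6_024168) had 942 ± 129 CPM in pistil, 3.44 ± 2.83 in stamen, 5 reads in leaf and 0 in root, and glucose/ribitol dehydrogenase (CqNL-6_049434) 186 ± 2.86 CPM in pistil and 13 reads in stamen. The named leaf genes had the most reads among the pistil libraries in replicate 3: the counts in pistil replicates 1, 2 and 3 were 52, 51 and 252 for the Rubisco small subunit, 8, 5 and 23 for a salt-induced protein (CqNL-6_024767, 1464 ± 300.3 CPM in leaf) and 11, 11 and 58 for carbonic anhydrase (CqNL-6_031154, 4051 ± 249 CPM in leaf).

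After salt treatment, more genes were higher than lower on the scale of the total library size, with a median log2 fold change of 0.29 against 0.035 with TMM. A few genes taking most of the counts in untreated leaves were weighed as the source: with the 117 genes that were among the 100 of largest share in either leaf group left out of the library totals, the median was 0.228, above the 0.2 set as the bound, which argues against them as the whole source. A shift of the RNA pool spread over many genes stays open and was not tested. In the tissues, the number of genes highest in stamen was 7186 with TMM and 3286 with the total library size, and it was 3749 with the 360 genes of largest share left out of the totals, below the TMM number by over 1.5 times, which argues against a few genes in stamens as the whole source. A difference between tissues in the amount or make-up of RNA, which the design names, stays open and was not tested.

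Over 100 partitions of the 12 tissue libraries into 4 groups of 3, the real one gave 17077 genes highest in a single group and the highest other 1706, so that 1 of the partitions, the real one, gave as many. The other partitions mix libraries of different tissues, which widens the spread within a group. Their low counts follow from the design, and the comparison shows only that the tissues differ. The 6 leaf libraries allow 10 splits, too few for a share under 0.05. The real split gave 13659 genes at an adjusted p under 0.05 from edgeR and the highest other 0, and at the paper's thresholds 6363 and 196. The other splits mix treated and untreated leaves in each group, so their low counts also follow from the design.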
